# Alterations in the hepatocyte epigenetic landscape in steatosis

**DOI:** 10.1186/s13072-023-00504-8

**Published:** 2023-07-06

**Authors:** Ranjan Kumar Maji, Beate Czepukojc, Michael Scherer, Sascha Tierling, Cristina Cadenas, Kathrin Gianmoena, Nina Gasparoni, Karl Nordström, Gilles Gasparoni, Stephan Laggai, Xinyi Yang, Anupam Sinha, Peter Ebert, Maren Falk-Paulsen, Sarah Kinkley, Jessica Hoppstädter, Ho-Ryun Chung, Philip Rosenstiel, Jan G. Hengstler, Jörn Walter, Marcel H. Schulz, Sonja M. Kessler, Alexandra K. Kiemer

## Abstract

Fatty liver disease or the accumulation of fat in the liver, has been reported to affect the global population. This comes with an increased risk for the development of fibrosis, cirrhosis, and hepatocellular carcinoma. Yet, little is known about the effects of a diet containing high fat and alcohol towards epigenetic aging, with respect to changes in transcriptional and epigenomic profiles. In this study, we took up a multi-omics approach and integrated gene expression, methylation signals, and chromatin signals to study the epigenomic effects of a high-fat and alcohol-containing diet on mouse hepatocytes. We identified four relevant gene network clusters that were associated with relevant pathways that promote steatosis. Using a machine learning approach, we predict specific transcription factors that might be responsible to modulate the functionally relevant clusters. Finally, we discover four additional CpG loci and validate aging-related differential CpG methylation. Differential CpG methylation linked to aging showed minimal overlap with altered methylation in steatosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-023-00504-8.

## Introduction

Epigenetic changes have gained attention in recent research focusing on liver diseases [1]. Metabolic dysfunction-associated fatty liver disease (MAFLD) affects about a quarter of the global population and comprises a spectrum of liver pathologies that arise from different etiologies, all being characterized by hepatic steatosis. MAFLD increases the risk for the development of fibrosis, cirrhosis, and hepatocellular carcinoma. Fatty liver disease has traditionally been subdivided into the terms alcoholic fatty liver disease (AFLD) or non-alcoholic fatty liver disease (NAFLD) based on rather arbitrary cut-off amounts of patients’ daily alcohol consumption. The overarching term MAFLD has therefore been suggested in order “to integrate the current understanding of patient heterogeneity” [2]. Interestingly, the majority of genes dysregulated in livers of alcoholic steatohepatitis (ASH) and non-alcoholic steatohepatitis (NASH) patients has been reported to be identical [3].

The epigenome modulates gene expression changes through different mechanisms, such as histone modifications, DNA methylation, and non-coding RNA-mediated actions. Post-translational modifications of histones affect gene transcription by altering the DNA accessibility to the transcriptional machinery. These aberrant histone modifications have been shown to be associated with the development of insulin resistance and consequently NAFLD [4]. Exposure to ethanol has also been found to cause an imbalance of histone acetylation and deacetylation enzymes in hepatocytes. H3K9 acetylation was found to correlate with a transcriptional increase of alcohol dehydrogenase (ADH1) [5]. Furthermore, ethanol was reported to be a stimulator of fibrosis by altering histone-modifying enzymes in hepatic stellate cells (HSCs), resulting in increased expression of extracellular matrix proteins including elastin [6, 7]. Ethanol also has been reported to induce global DNA hypomethylation and an aberrant pattern of DNA methylation [7]. Knowledge on ethanol-induced epigenetic alterations have typically been generated either by in vitro treatment of cell cultures or by analyses of whole tissue. We are not aware, until this study was conducted, of any epigenetic studies employing ex vivo material, i.e., pure cell preparations from animals undergoing a feeding scheme [7]. There is also a lack of knowledge of epigenetic alterations in isolated hepatocytes for NAFLD.

DNA methylation (DNAm) is predominantly associated with chromatin condensation, inhibiting the binding of transcriptional activators, and thereby resulting in transcriptional silencing [8, 9]. CpG islands are preferentially found in an unmethylated state in promoters and are associated with transcriptionally active states. Different methylation patterns have been proposed to distinguish different stages of NAFLD or fibrosis [10]. Comparing mild and advanced NAFLD in liver biopsies of patients, a general trend in hypomethylation of CpG sites was observed in advanced NAFLD [11]. Loomba et al. [12] described interesting DNAm signatures in the peripheral blood cells of nonalcoholic steatohepatitis (NASH) patients showing epigenetic age acceleration. Horvath et al. [13] found an increased epigenetic age in liver tissues from obese individuals and indications that body mass index might promote age acceleration via steatosis.

In this study, we aimed to (i) elucidate the features caused by epigenetic alterations in hepatocytes isolated from steatotic animals fed the Lieber DeCarli (LDC) diet (containing high fat and alcohol) by an integrative approach of analyzing full class epigenomes. (ii) assess whether methylation marks of the epigenetic clock, as suggested by Stubbs et al. for murine tissues [14], could be observed in these isolated cells. Through this work, we find four functionally relevant clusters of genes differentially expressed in the LDC model, which are regulated by chromatin changes and transcription factors. This study reveals that LDC-induced steatosis does not correlate with DNAm age.

## Materials and methods

### Animal welfare

Animal handling was in compliance with the guidelines of the local animal welfare committee (permission number: 38/2013). Details on mouse treatment were described in [15]. Mice were housed in a 12/12 h light/dark cycle under constant conditions (temperature: 22 °C ± 2 °C; relative humidity: 55% ± 10%) with food and water ad libitum. Female control C57Bl6/JxDBA/2 were randomly divided into the experimental groups at the age of 3 weeks. The control group (Co) received normal chow (#1320, Altromin, Lage, Germany). The other group was fed the Lieber-DeCarli (LDC, #F1258SP, BioServ, Flemington, NJ, USA) diet as the only food source. The composition of the diets with regard to metabolic energy was 24% kcal from protein, 12% kcal from fat, and 64% from carbohydrates for the Co diet and 17.2% kcal from protein, 40.9% kcal from fat, 15.4% from carbohydrates, and 26.5% from ethanol, which equals 4% ethanol, for the LDC diet. Mice were sacrificed at the age of 9 weeks.

The diet was prepared as recommended by the manufacturer’s instructions and animals were fed as published [15, 16] with a magnetic stirrer and a magnetic stir bar. To one-third of the dry mix one-third of warm water was added, and mixed until the product dispersed. This step was repeated, ethanol was added and the product was dispensed into liquid diet feeding tubes (#13260, BioServ, Flemington, NJ, USA). Mice received the LDC diet for 1 week without ethanol, followed by 1 week of increasing ethanol concentrations: 2 days 1%, 2 days 2%, 3 days 4%. The lipid composition induced by LDC feeding was analyzed in mice treated in parallel to the animals used for hepatocyte isolation within this project and confirmed massive lipid deposition [15]. For analysis of DNA methylation related to aging, hepatocytes were isolated from female control C57Bl6/J mice at the age of 10 weeks (young) and 40 weeks (mid-aged); for DNA methylation analyses in liver tissues, livers from female control mice aged 10 (young) and 84–85 (aged) weeks were used [17].

#### Hepatocyte isolation

Isolation of primary hepatocytes from mouse livers was performed as described previously [18]. In brief, the liver was perfused through the vena cava with an EGTA-containing buffer, followed by a perfusion with collagenase buffer. After digestion, the liver was excised and the liver capsule was opened under sterile conditions, and the cells were released into a suspension buffer. The cell suspension was filtered through a 100 µm gauze to remove tissue debris and centrifuged for 5 min at 4 °C and 50×*g*. The hepatocyte pellet was washed and the centrifugation step was repeated. Aliquots of hepatocytes were cryopreserved and stored at − 80 °C until further analysis.

### Colorimetric Sulfo-Phospho-Vanillin assay

The colorimetric Sulfo-Phospho-Vanillin assay was used to quantify total lipids in isolated hepatocyte samples. Freeze-dried samples were dispersed with 18 volumes of hexane/2-propanol (3:2 (v/v)) for 10 min and centrifuged for 10 min at 4 °C and 10,000×*g*. The supernatant was transferred into a new glass vial (#60500-1109, DURATEC Analysentechnik GmbH, Hockenheim, Germany), dried under nitrogen stream, re-dissolved in 200 µl chloroform–methanol (2:1 (v/v)), and stored at − 20 °C. As a standard solution olive oil was diluted in chloroform–methanol (2:1 (v/v)). 100 µg, 75 µg, 50 µg, 25 µg, 12.5 µg and 6.25 µg olive oil were used as a standard and handled like the samples. 5 µl of the lipid extracts were transferred into a 1.5 ml glass vial and the solvent was evaporated by incubation for 2 to 5 min at 90 °C in a drying closet. Samples were cooled to room temperature, 100 µl of sulfuric acid (95–97%, #100731.1000, Merck, Darmstadt, Germany) was added and incubated for 20 min at 90 °C. After cooling the vials down to room temperature, 50 µl vanillin-phosphoric acid (0.2 mg vanillin per ml 17% orthophosphoric acid (85%, #20624, VWR, Darmstadt, Germany) was added, followed by 10 min incubation at room temperature. 100 µl of the colored solution was transferred to a 96 well plate and the absorption was measured at 550 mm using the Sunrise™ absorbance microplate reader (Tecan Austria GmbH, Grödig, Austria).

### RNA sequencing

RNA was isolated using the TRIzol method. Briefly, 1 ml TRIzol was added to 5,000,000 cells followed by vortexing, a 5-min incubation at room temperature, and addition of 200 μl chloroform. After mixing, further incubation at room temperature for 2–3 min and centrifugation (12,000*g*) at 4 °C for 5 min, the clear supernatant was mixed with 500 μl isopropanol and incubated at room temperature for 10 min. After further centrifugation (12,000*g*) at 4 °C for 10 min, the supernatant was discarded and the pellet washed with 1 ml cold 75% ethanol followed by vortexing and centrifugation (7500*g*, 4 °C, 5 min). The pellet was dried and dissolved in RNase-free water. The quality (QC) of total RNA as determined by TapeStation or Bioanalyzer (Agilent) was above RIN 9.5. For the preparation of the libraries, rRNA was removed with the Ribo-Zero™ Human/Mouse/Rat rRNA Removal Kit from Biozym Scientific GmbH.

The long RNA library was prepared using the TruSeq Stranded totalRNA Sample Prep Kit from Illumina (San Diego, CA) according to the manufacturer’s instructions. All samples were sequenced using an Illumina HiSeq 2500 sequencer v4 (Illumina, San Diego,CA) (1 sample/lane plus 2 × 125 bp for long RNA) at IKMB NGS core facilities.

### Capturing DNA methylation

#### Bisulfite treatment and PCR

500 ng genomic DNA was subjected to bisulfite treatment using the EZ DNA Methylation-Gold Kit (Zymo Res.) according to the manufacturer's protocol. Two microliters of bisulfite treated DNA was used as template in a 30-μL reaction in the presence of 3 mM of Tris–HCl (pH 8.8), 0.7 mM of (NH_4_)_2_SO_4_, 50 mM of KCl, 2.5 mM of MgCl_2_, 0.06 mM of each dNTP, 3 U HotFire DNA polymerase (Solis BioDyne), and 167 nM of primers (Supp. Table 1). PCRs were performed at 95 °C for 15 min followed by 42 cycles at 95 °C/60 s, 54 °C (58 °C for Tns1 and Art3 reactions)/30 s, 72 °C/30 s, and a final extension 72 °C/5 min.

#### SNuPE/HPLC analysis

Primer extension was performed as previously described [19]. Five μl of PCR products were treated with 1U of ExoCIAP (mixture of Exonuclease I [Jena Bioscience] and Calf Intestine Alkaline Phosphatase [Calbiochem]) for 30 min at 37 °C. To inactivate the ExoCIAP enzymes, the reaction was incubated for 15 min at 80 °C. Afterwards, 14 μl of primer extension mastermix (50 mM of Tris–HCl, pH 9.5, 2.5 mM of MgCl_2_, 0.05 mM of ddNTPs, 1.6 μM of each SNuPE primer (Additional file 1: Table S1), and 2.5 U of Termipol DNA polymerase [Solis BioDyne]) were added. Primer extension reactions were performed at 96 °C for 2 min, followed by 50 cycles at 96 °C/30 s, 50 °C/30 s, and 60 °C/20 s. Separation of products was conducted on an XBridge BEH C18 2.5 µm 4.6 mm × 50 mm column (Waters) at 0.9 ml/ min at 50 °C by continuously mixing buffer B (0.1 M TEAA, 25% acetonitril) with buffer A (0.1 M TEAA) (Additional file 1: Table S1). Methylation indices were determined by measuring the height (h) of the methylated (M) and unmethylated (UM) peak using the equation h(M)/(h(M) + h(UM)).

#### Reduced representation bisulfite sequencing (RRBS)

Library preparation was conducted as described previously in a one-tube reaction [20]. Briefly, 500 ng genomic DNA was digested with *Msp*I, repaired and A-tailed using Klenow fragment enzyme (NEB), subsequently Illumina TruSeq universal adaptors were ligated (T4 ligase, NEB). Bisulfite treatment was performed using the EZ DNA Methylation-Gold Kit (Zymo Res.) according to the manufacturer's protocol. Library preparation was accomplished by amplification with indexed TruSeq adaptor sequences (12 cycles) to add sample-specific 6 bp identifiers. Sequencing was conducted on the HiSeq2500 (Illumina) on a 100 bp single-read flow cell aiming at 25–30 Mio reads per sample.

### DNaseI sequencing

DNase I sequencing (DNase-seq) was performed as previously described [21, 22]. Briefly, nuclei were isolated from 1 × 10^7 cells by using buffer A (60 mM KCl, 15 mM Tris–HCl (pH 8.0), 15 mM NaCl, 1 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0), 0.5 mM spermidine free base) supplemented with IGEPAL (0.1% final concentration) and incubation on ice for 15 min. Nuclei were treated with different DNase I concentrations (2,25 × 10^6 nuclei each, with 0–80U/ml) for 3 min at 37 °C and the reaction was stopped at 55 °C for 1 h with stop buffer (50 mM Tris–Cl (pH 8.0), 100 mM NaCl, 0.1% SDS, 100 mM EDTA (pH 8.0), 1 mM spermidine and 0.3 mM spermine) supplemented with proteinase K (50 µg/ml). DNA was then purified using phenol chloroform extraction and double-hit fragments of 100–500 bp were selected by sequential purifications with Agencourt AMPure XP Beads (Beckman Coulter, Brea, USA). Sequencing libraries were prepared from 8 ng of purified DNA (from 80 U/ml-digest) using the TruSeq ChIP Library Preparation kit (Illumina, San Diego, USA) according to the manufacturer’s protocol and sequenced on an Illumina HiSeq2500 (v3 paired-end flow cell). Raw reads were processed with the DEEP pipelines GALv1 and DHSv3 [23] (https://github.molgen.mpg.de/DEEP/comp-metadata).

### Chromatin Immunoprecipitation (ChIP sequencing)

Cells were crosslinked in 1% formaldehyde for 5 min at room temperature under rotation, followed by quenching in 0.125 M glycine for 10 min. The crosslinked cells were then pelleted by centrifugation for 5 min at 4 °C. ChIP seq was performed according to the Nexson protocol [24]. In brief 625,000 cells were used per ChIP. Cell were first lysed in 500 μl of Farmen Buffer (5 mM PIPES pH8, 85 mM KCl, 0.5% Igpal, 1 × complete protease inhibitor) and then briefly sheared on a Diagenode Bioruptor Plus for 6 cycles (15 s ON/30 s OFF), to free nuclei. Nuclei were isolated by brief centrifugation at 2000 rpm for 5 min at 4 °C. Nuclei were then lysed and resuspended by homoginization with a 27 guage syringe in 440 μl of 0.33% SDS shearing buffer (100 mM NaCl, 50 mM Tris–HCl pH8.1, 0.2% NaN3, 0.33%SDS, 3% Triton X-100) and divided into 4 tubes for shearing on a Bioruptor Pico for 45 cycles (30 s ON/ 30 s OFF) on high frequency. The chromatin was then diluted to 0.11% SDS prior to peforming the ChIP on the IPstar with (50 mM Tris–HCl pH8.6, 100 mM NaCl, 5 mM EDTA pH 8.0, 0.2% NaN3). ChIPs were performed on the Diagenode IPstar automated machine using the following set up parameters: Indirect method, the Auto Histone ChIP Kit (Diagenode)-200 μl, 1 μg antibody—Diagenode H3K27ac (pAb-196–050), H3K27me3 (pAb-195–050), H3K36me3 (pAb-192–0500), H3K4me1 (pAb-194–050), H3K4me3 (pAb-003–050), H3K9me3 (pAb-193–050) and 10 h antibody incubation, 5 h bead incubation, 5 min washes. The ChIPs were then de-crosslinked on the IPstar for 4 h at 65∙C. ChIP samples were then removed and treated with 2 µl RNase A (10 mg/ml) 30 min at 37 °C followed by 3ul Proteinase K treatment for 3 h at 55 °C. DNA was purified with Zymo concentrator ChIP DNA clean up columns. ChIP DNA was then quantified by Quibit. ChIP libraries were generated using NEBNext® Ultra DNA Library Prep Kit for Illumina® (E7370S/L) according to the manufacturer’s instructions. The PCR cycles were as follows: 5 Steps: 1 Cycle: 98 °C for 30 s; 10 Cycles: 98 °C for 2 min; 1 Cycle: 98 °C for 10 s and 65 °C for 75 s; 1 Cycle: 65 °C for 5 min; Hold at 4 °C. The libraries were paired-end sequenced on an Illumina HiSeq 2500 platform.

### Bioinformatic analyses

#### Differential gene expression analysis

RNA reads were trimmed for adapter and low-quality tails (Q < 20) with TrimGalore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and subsequently aligned to the mm10 reference genome with gene models from GENCODE (version M2) 11 by the IHEC supported pipeline grape-nf (https://github.com/guigolab/grapenf/tree/35e44730f5da02a41e2aef7d97a722e20c5773f). tGrape-nf wraps STAR (version 2.4.0j)12 and RSEM (version 1.2.21)13.

DESeq2 (Version 1.18.1) was used to detect differentially expressed genes (DEGs) with maximal adjusted *p*-value of 0.05. Genes for which less than four samples had an FPM (fragments per million mapped reads) above 0.1 were discarded.

Differentially expressed genes (DEGs) with adjusted p < 0.05 were used for GO functional (MF, BP and CC) and biological pathway enrichment (KEGG, Reactome and WikiPathways) using g:Profiler [25].

Moreover, these DEGs were used to build the PPI network using STRING v11 [26]. The active interaction sources were taken from literature, experiments, databases, co-expression and co-occurrences of the nodes (or proteins). A confidence score (> 0.7) was chosen to get the interacting nodes. Following this, k-means clustering of the genes was performed. The optimal number of clusters (k = 4) was chosen based on the significant association and enrichment of GO terms and KEGG pathways for the genes (in each cluster).

#### Differential DNase peak analysis

TEPIC v2 [27] was used to compute the TF gene scores based on the differential DNase peaks regions for LDC over Co (pseudocount set to 1 e-6). A base mean cutoff of 10 was used to filter for expressed TFs from the results of differential gene expression analysis. This resulted in 265 motifs, out of 380 total motifs from JASPAR [28], HOCOMOCO [29] and KELLIS *ENCODE Motif database* [30] (included in TEPIC v2). The Differential DNase I peaks were obtained using edgeR [31]. The positive and negative peaks for the steatosis (LDC) vs control (Co) were identified based on positive log fold change i.e. logFC > 0 (and vice versa). GENCODE (vM21) was used for reference genome sequence annotations.

#### Prediction of transcription factors involved in gene regulation

DYNAMITE (from TEPIC v2 [27] package) was then used (parameters: –Ofolds = 10 –Ifolds = 6 –alpha 0.01) to identify the transcriptional regulators that regulate the differentially expressed genes (LDC over Co). The TFs were ranked based on absolute regression coefficient, and the top 15 TFs (absolute coefficient >  = 0.125) were used for further analysis. The TF effect score (or TF enrichment) is calculated (as in Eqs. 1 and 2) by the difference of the median log2 quotient *Q*_*t,i*_ (for each TF, obtained from the TF gene score) for all the DE genes in each cluster and mean of the median Log2 quotients (of others) (Fig. 2b).

1 $${Q_{t,i}} = Median\left\{ {{{\log }_2}\frac{{A_{t,g}^{LDC}}}{{A_{t,g}^{Co}}};\,\,\forall \,\,g \in cluste{r_i}} \right\}$$

2 $${E_{t,i}} = {Q_{t,i}} - \frac{1}{j}\sum\limits_{j,j \ne i}^{} {{Q_{t,j}}}$$

where, *A*_*t,g*_ is the TF affinity score for TF *t* regulating gene *g*. The affinity score of a gene is the sum of TF affinity values for all open-chromatin regions (peaks) in LDC or Co in a window around gene *g*. *E*_*t,i*_ is the TF effect score for transcription factor *t* in cluster *i*.

#### Differential chromatin domain annotation

Chromatin state segmentation tracks were computed using ChromHMM (v1.15) [32] with default parameters using the 18-state model published by the Roadmap Epigenomics Consortium [33] for the ChIP-seq data of the six histone modifications H3K36me3, H3K27ac, H3K27me3, H3K9me3, H3K4me3, H3K4me1 plus the Input control. The input short-read alignment (BAM) files were filtered with *sambamba* (v0.6.8) [34] to retain only properly paired reads that were not marked as duplicate or supplementary alignments, and that were aligned with a mapping quality (MAPQ) of at least 5 as reported by the read aligner.

Next, we used SCIDDO (development version #39de43a) [23] to identify larger domains of chromatin differences among the two conditions control (Co) and steatosis (Ldc). We executed SCIDDO with default parameters, using the emissions of the 18-state ChromHMM model (see above) to set the scoring scheme. The identified differential chromatin domains (DCDs) were then reduced to domains unique to the respective condition of interest (using bedtools v2.27.1 [35], command “intersect -v”), and the unique domains further intersected with gene bodies of protein-coding genes (GENCODE vM21, [36]) to obtain a list of genes putatively affected by differential chromatin marking.

#### Analysis of RRBS data

Raw DNA methylation data for hepatocytes and whole liver has been processed by the pipeline implemented within the DEEP project (https://github.molgen.mpg.de/DEEP/comp-metadata) to generate BED files. These files were used as input to *RnBeads* [37] for further analysis. We filtered for CpGs that are covered by at least 5 sequencing reads and conducted differential analysis between the aged and young samples using the *limma* method [38] as implemented in *RnBeads* [37]. The resulting *p*-values were corrected for multiple testing using the Benjamini–Hochberg method and the following criteria were used to select differentially methylated CpGs: mean methylation difference of at least 0.05, methylation variance in both of the groups less than 0.05 and a FDR-adjusted *p*-value less than 0.05.

## Results

### Generation of epigenome and expression data of hepatocytes

We used the Lieber-DeCarli (LDC) diet, containing both high fat and alcohol, model for female mice to investigate transcriptional and epigenomic differences in ex vivo mouse hepatocytes (Fig. 1). After sorting liver hepatocytes from LDC or control (Co) mice we conducted a number of genome-wide assays to profile matched transcriptional and epigenetic activity in these cells.

**Fig. 1:**
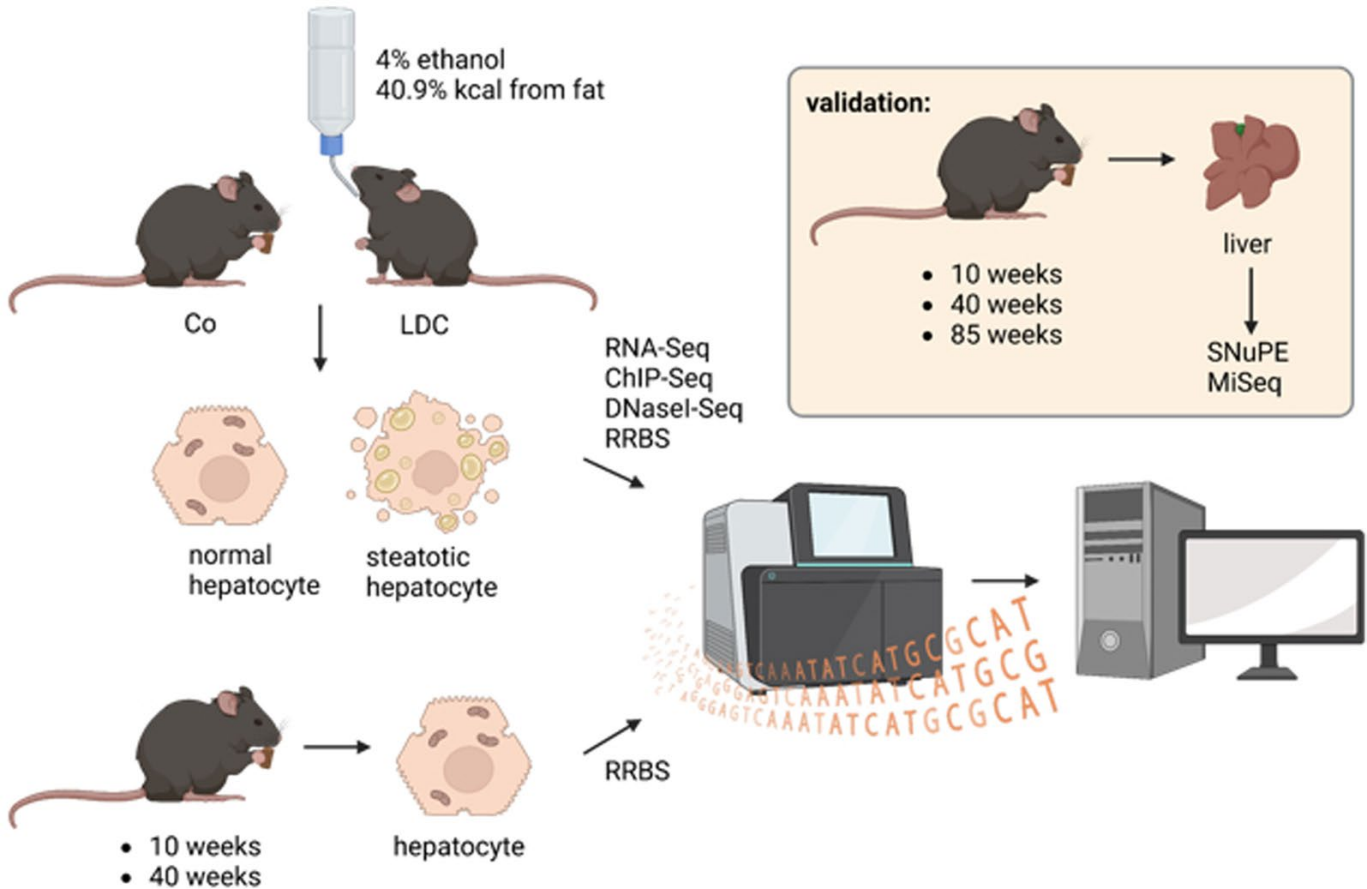
Experimental setup: Upper left: Hepatocytes were isolated from female mice (aged 9 weeks) fed a control diet (Co, 12% kcal from fat) or a Lieber-DeCarli (LDC) diet (4% ethanol and 40.9% kcal from fat) for 6 weeks (n = 2 per group). Thereafter, RNA-seq, ChIP-seq, DNase1-seq, and RRBS were performed for epigenomic analysis. Lower left: Hepatocytes were isolated from young (10 weeks) or mid-aged (40 weeks) mice were fed a control diet and underwent RRBS analyses (n = 4). Top right: Validation was done in liver tissues from young (10 weeks, n = 4), mid-aged (40 weeks, n = 7), and aged (85 weeks, n = 4) female mice fed a control diet by SNuPE and MiSeq. Figure created with *BioRender.com*

Body weight change was 209 ± 1.5% in LDC-fed mice compared to 226 ± 11% in control animals. Lipid content of the isolated hepatocytes was 31.33 ± 0.99 lipids/mg liver tissue dry weight in LDC vs. 18.04 ± 0.24 µg in Co analyzed by colorimetric Sulfo-Phospho-Vanillin assay. In the same experiment in which the animals for this manuscript were fed the LDC diet and their hepatocytes were isolated, mice of the same experimental groups were used to obtain bulk tissue and whose livers were examined histopathologically. The latter animals have been investigated previously [15], and it was reported that LDC-fed animals show a microvesicular steatosis linked to an increased steatosis score, although liver weight and AST/ALT levels were not changed. No ballooning of hepatocytes was observed. Hepatocyte death was induced in LDC fed mice, while inflammation was not altered. Further, serum triglyceride and cholesterol levels were increased in the LDC fed animals compared to the control mice.

### Differential gene expression analysis and clustering

We started with the analysis of RNA-seq generated from LDC and Co mice. Differential gene expression analysis of LDC against Co was performed using DESeq2, resulting in 355 differentially expressed genes (DEGs) with adjusted *p*-value < 0.05. Of these, 148 were downregulated and 207 were upregulated (Additional file 2). The 355 DEGs were used to explore possible associations between them. In this direction, a high confidence protein–protein association (PPA) network of the DEGs was constructed using STRING v11 [26] (confidence > 0.7) (Additional file 7: Figs. S1, S2, S3, S4). Thereafter, the DEGs were split into different clusters (k-means clustering with k = 4), so that they could be associated with functional categories. Table 1 shows a subset of enriched functional categories that could be associated with the encoding genes in each of the 4 clusters. All of these four clusters are related to functions, which are altered in MAFLD: mitochondrial dysfunction, extracellular matrix (ECM), alcohol metabolism, and signaling pathways, such as PI3K, JAK-STAT, and MAPK.

**Table 1:** Functional analysis of the DEG clusters

Cluster ID	DEGs per cluster	DEGs overlapping DCDs	DEGs with proximal DMRs	Enriched functions
1	94	1	41	Mitochondrial dysfunction
2	79	0	32	Extracellular matrix collagen
3	61	3	16	Alcohol metabolism
4	84	1	31	Steatohepatitis associated pathways: PI3K-AKT JAK-STAT MAPK

The first column gives the snapshot of the PPA network of each of the 4 clusters built with the DEGs Additional file 7: Fig. S1–4 contain the figures for each cluster, with the cluster ID). The second column gives the number of participating genes (of the DEGs). The third and fourth columns are the overlapping DEGs with differential chromatin domains (DCDs) and differentially methylated regions (DMRs), respectively. Finally, the fifth column provides a summary of the studied functional categories that the genes in the cluster have been linked to

### Analysis of open chromatin and transcription factor binding

In addition to the analysis of differential expression, DNase1-sequencing was performed for LDC and Co samples. After data processing we obtained regions that show differential DNase-1 abundance between LDC and Co resulting in 58,370 regions with differential accessibility. The latter data was used to investigate the binding of transcription factors (TFs) that may regulate the genes, which show differences in gene expression. Briefly, the peaks were separated into positive or upregulated peak regions (28,358) and negative or downregulated peak regions (30,012) for LDC vs Co based on fold change of the DNase-1 data. Among the downregulated LDC regions, 67.9% overlapped with gene bodies, 20.2% with promoters, and the remaining 11.9% with intergenic regions. The upregulated LDC regions overlapped similarly to 68.05% with gene bodies, 12.6% overlapped with promoters and the remaining 19.4% with intergenic regions (Fig. 2a).

**Fig. 2:**
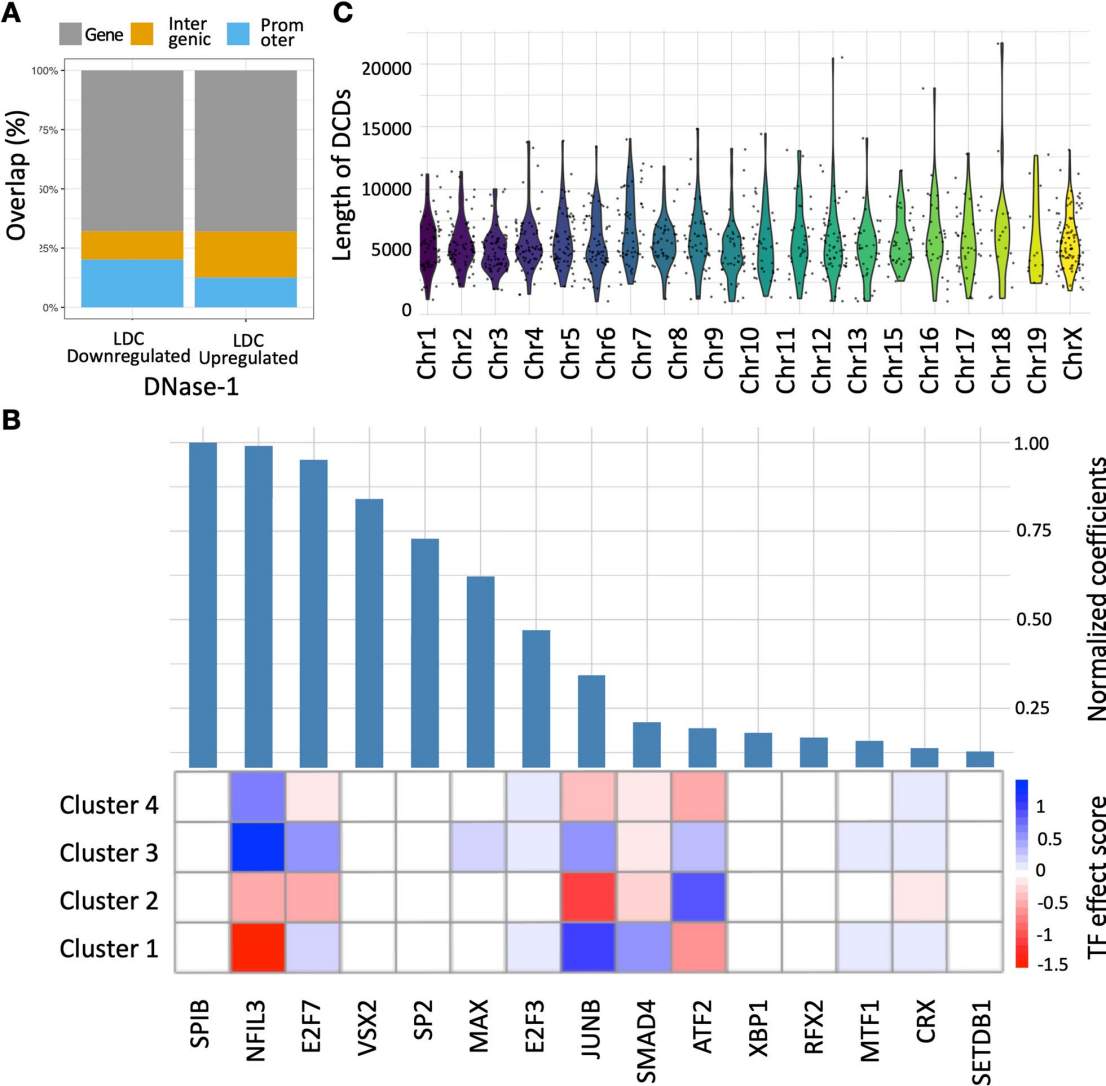
Integrative analysis of epigenomics data reveals involved transcription factors in LDC gene regulation. **a** Distribution of the downregulated and upregulated DNase-1 regions in LDC (over Co) among gene bodies, promoters, and intergenic regions. **b** Integrative analysis of differential DNase1 peaks from deregulated genes lead to the prediction of involved transcription factors using logistic regression. The top panel shows the absolute normalized coefficients of 15 TFs (absolute regression coefficient > 0.125), which are most predictive for the differential genes. The bottom panel shows the TF *effect score* (Eq. 2) of the ranked TFs in each of the 4 clusters. A positive *TF effect score* (blue) signifies stronger regulation of DEGs in the cluster in LDC (over Co) than the *TF effect score* for DEGs in other clusters. **c** Violin plot showing the distribution of the lengths of the Differential Chromatin Domain (DCD) regions over all the chromosomes. The DCDs were obtained using SCIDDO from histone ChIP-seq data (p-value <  = 0.05)

Then, an integrative strategy was conducted using the DYNAMITE method [27] to combine DNase1 and gene expression data. DYNAMITE uses annotation of TF binding motifs in differential epigenome peaks linked to genes to explain differentially expressed genes between LDC and Co via a logistic regression classifier (see *Methods*).

Figure 2b illustrates the top 15 ranked TFs based on the absolute normalized regression coefficients from the DYNAMITE method. We have further investigated whether these 15 TFs show particular strong deviations in their binding behavior for genes according to the 4 gene clusters. The TF effect score (see *Methods*) provides a means of understanding the regulation of the TF in the cluster of interest. A positive effect score therefore means that there is a stronger regulation of cluster genes in LDC with respect to genes in other clusters. Interestingly, NFIL3 showed higher binding preference in LDC samples for genes from *cluster* 1 and *cluster* 2, whereas JUNB showed preferences in LDC for genes in *cluster* 2 and 4. Many of the top TFs did not show differences with respect to the gene clusters, such as *SPIB*, *CSX2*, *SP2*, *XBP1*, and *RFX2* pointing to more general roles of these TFs in the transcriptional response.

### Investigation of larger domains with chromatin changes

The occupancy of six histone modifications (H3K36me3, H3K27ac, H3K27me3, H3K9me3, H3K4me3, H3K4me1) was investigated using ChIP-seq in Co and LDC in order to clarify if there are larger systematic changes in the epigenome of steatotic samples. After chromatin state annotation with ChromHMM, the SCIDDO method was used to predict differential chromatin domains (DCDs), which are larger genomic regions that show a consistent difference in chromatin states between the epigenome (Additional file 3). Overall, SCIDDO reported 1018 DCDs, which were overlapping 272 genes. Among these 272, 8 were also differentially expressed in the RNA-seq data, when considering the closest gene within a window of 50 KB.

Functional categorization (using gProfiler [20]) of these 272 genes shows enrichment of molecular functions, such as *intracellular calcium activated chloride channel activity* ([39], and reviewed in [40]). *Cell adhesion* and *developmental processes* were enriched as biological processes. *Col4a2*, among the 8 DEGs, (also intersecting with DMRs) was reported to be significantly correlated with hepatocarcinogenesis, HCC progression, and prognosis [41].

The distribution of the lengths of the DCD regions for each chromosome is shown in**. **Figure 2c. Overall, only a few larger genomic domains showed significant changes in histone modifications between LDC and Co, epigenomic changes were mostly limited to smaller regions.

### Differential methylation in young, aged, and steatotic livers

Human steatotic livers share alterations in function, cellular signaling, as well as in metabolism with aged livers [42]. It has been described that on the one hand liver disease reveals specific alterations in DNA methylation and on the other hand epigenetic aging signatures are affected by dietary conditions. Thus, the impact of LDC feeding on epigenetic aging marks was investigated. According to the human epigenetic clock described by Horvath [13], Stubbs et al. [14] reported an RRBS-based murine epigenetic clock [14], which allows to investigate more precisely aging effects in mouse models. Based on their work, liver-specific CpG loci obtained from mid-aged mice (41 weeks old) were selected based on an absolute methylation difference of more than 30% (FDR-adjusted p-value < 0.1, Additional file 4) linked to the genes *Tns1*, *Fgfr3*, *Art3*, *Cpn2*, and *Inpp5a* (Fig. 3, Additional file 7: Fig S5, Table 2). In order to assess whether these altered methylations found in liver tissues can be observed in isolated hepatocytes or whether they are rather a result from an altered cell composition with age, we performed RRBS analyses of hepatocytes isolated from young (10 weeks) and mid-aged (40 weeks) mice. 

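The hepatocytes came from 4 mid-aged and 4 young female C57Bl6/J mice, and each mouse gave 1 RRBS library. RRBS digests DNA with *Msp*I, which cuts at CCGG, and sequences the fragment ends after bisulfite treatment, so CpGs near such sites are read and many others are not. The values deposited by the authors are, for each strand of a CpG on mm10, the coverage in reads and the percent of these reads that were methylated, made by the DEEP project pipeline. The submitters name FastQC, Trim Galore 0.4.2, BWA 0.6.2, SAMtools 1.3 and Picard, and the methylation caller is not given in the sources used here. Methylated reads were computed from the percent and the coverage, and the strands of each CpG were summed. The mid-aged libraries held 84639955 to 118395064 reads over CpGs (median 96930642.5) and the young libraries 46321447 to 72710972 (median 65426341), where a read counts once for each CpG it spans. Between 1841874 and 2172520 CpGs had reads in a mid-aged mouse and between 1923524 and 2087627 in a young mouse. At least 5 reads in each of the 8 mice, the coverage filter of the paper's methods, were present for 897285 CpGs, which had a median coverage of 41 to 76 reads in the mid-aged and 29 to 51 reads in the young mice. The methylation of a group is given as the mean over its mice with the SD between mice. Single CpGs were compared by a two-sided exact permutation test of the means per mouse, whose smallest p with 4 against 4 mice is 0.0286, with Benjamini-Hochberg adjustment. All CpGs together were compared by a quasi-binomial logistic model of methylated and unmethylated reads, with an F test whose dispersion was moderated across CpGs by limma 3.58.1. Wilson 95% intervals of single mice cover counting error only, since reads copied by PCR carry no molecular identifiers.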

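The CpG in coding exon 5 of *Fgfr3*, which encodes a fibroblast growth factor receptor, was methylated at 32.0% ± 12.3 (SD, n = 4) in hepatocytes of mid-aged mice and at 77.6% ± 9.24 (SD, n = 4) in those of young mice. At the CpG in coding exon 2 of *Cpn2*, the gene of the regulatory subunit of carboxypeptidase N, the values were 50.7% ± 6.14 (SD, n = 4) and 81.1% ± 20.1 (SD, n = 3), since young mouse 1 had only 2 reads there. Both CpGs were lower in every mid-aged mouse than in every young mouse (exact permutation test, p = 0.0286, adjusted p = 0.0476 for each). At *Cpn2* the closest mice were mid-aged mouse 3 at 58.8% (Wilson 95% interval 36.0 to 78.4, 17 reads) and young mouse 4 at 60% (35.7 to 80.2, 15 reads). This gap lies within counting error. The CpG in intron 2 of *Art3*, a gene of the ADP-ribosyltransferase family, had 14.5% ± 10.5 (SD, n = 4) in mid-aged and 76.3% ± 33.2 (SD, n = 4) in young mice (exact permutation test, p = 0.0571, adjusted p = 0.0816). Young mouse 1 lay at 27.3% there (Wilson 95% interval 13.2 to 48.2, 22 reads), while the other young mice lay at 86.2%, 91.7% and 100%. Without young mouse 1 the difference at *Art3* was -78.1 percentage points with p = 0.0286 and adjusted p = 0.0476 in the exact permutation test. Around it, 7 of the 12 other tested CpGs within 500 bases passed the quasi-binomial test, all of them lower in mid-aged mice. For *Ndrg2*, an N-myc downstream-regulated gene, the CpG in coding exon 8 had 29.3% ± 30.0 (SD, n = 3) in mid-aged and 61.8% ± 22.0 (SD, n = 4) in young mice (exact permutation test, p = 0.229, adjusted p = 0.286). The 3 mid-aged values of *Ndrg2* were 7.69%, 16.7% and 63.6%, and mid-aged mouse 1 had 0 reads. When all CpGs within 50 bases were averaged, the difference at *Ndrg2* was -32.7 and at *Art3* -58.9 percentage points, each with adjusted p = 0.0490 in the exact permutation test, and the reads pooled per group, a test that ignores the spread between mice, passed Fisher's exact test at both. Of the 8 other tested CpGs within 500 bases of the *Ndrg2* CpG, 4 had higher and 4 lower means in mid-aged mice (median -0.940 percentage points), and the quasi-binomial test called 1. Near *Cpn2*, 5 of the 6 other tested CpGs had lower means, without a call. *Cpn2* no longer passed with all CpGs within 50 bases averaged (-18.3 percentage points, exact permutation test, p = 0.0857, adjusted p = 0.114). It did not pass with no coverage minimum either (-22.7 percentage points, exact permutation test, p = 0.114). The CpG in intron 18 of *Tns1*, which encodes a focal adhesion protein, had 68.3% ± 10.9 (SD, n = 4) and 76.7% ± 21.0 (SD, n = 4), a difference of -8.44 percentage points with overlapping mice (exact permutation test, p = 0.514, adjusted p = 0.571). The reads behind these values were 105 in mid-aged and 134 in young mice for *Fgfr3*, 104 and 29 for *Cpn2*, 80 and 90 for *Art3*, 42 and 71 for *Ndrg2*, and 102 and 55 for *Tns1*. In the genome-wide quasi-binomial test, the adjusted p was 0.00526 for *Fgfr3*, 0.0811 for *Art3* and 0.758 for *Tns1*, and limma on M values gave *Fgfr3* an adjusted p of 0.0998. Of the 13 CpGs of Table 2, 10 had enough mice with at least 3 reads for the exact permutation test, and 6 passed at the same adjusted p. Among the 6 are *Arhgef19*, *Tars*, *Tent5a* and *Scx*, which the study chose on these same libraries. They lower the adjusted p of *Fgfr3* and *Cpn2*, and of *Art3* and *Ndrg2* where these passed the exact permutation test. An adjustment without them was not made. With no coverage minimum all 13 were tested, and 0 passed the exact permutation test after adjustment (6 at an unadjusted p under 0.05, adjusted p = 0.0619). Without any 1 mouse other than young mouse 1, 0 passed as well (4 or 5 at an unadjusted p under 0.05), and without young mouse 1 *Art3* passed and *Tars* did not. The paper sets such loci beside the liver data of Stubbs et al. to ask whether a loss of methylation with age lies in hepatocytes or in an altered cell composition, and its discussion states that the reduced methylation was seen in isolated hepatocytes as well as in liver tissue.

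**Figure D1:**
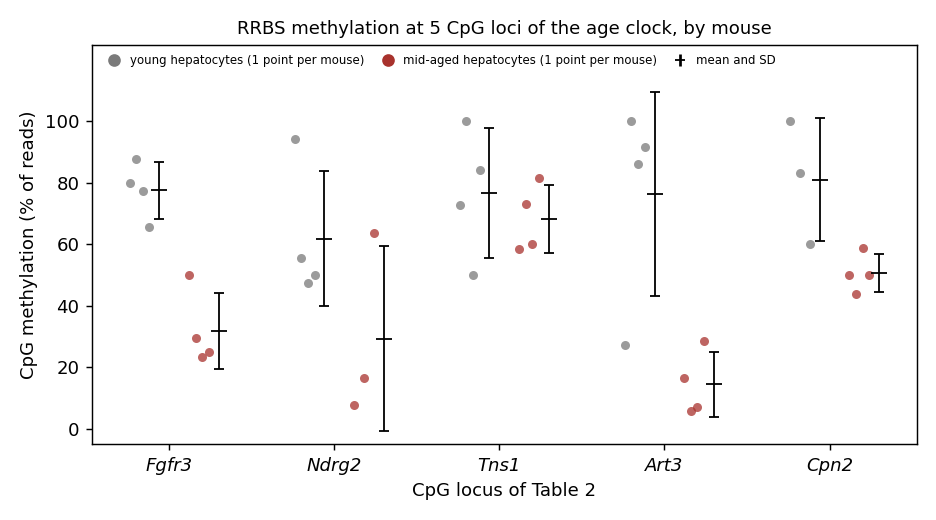
Methylation in percent (y axis) of the CpGs linked to Fgfr3, Cpn2, Art3, Ndrg2 and Tns1 in each mid-aged and young mouse with at least 3 reads (points), with the mean and SD of each group. The mice of the 2 groups are apart at Fgfr3 and Cpn2, and young mouse 1 lies at 27.3% at Art3. At Cpn2 the closest mice lie at 58.8% (mid-aged mouse 3) and 60% (young mouse 4).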

RRBS data confirmed a lower degree of methylation in hepatocytes from mid-aged compared to young animals for *Fgfr3*, *Ndrg2*, *Tns1*, *Art*, and *Cpn2*. 

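The CpG linked to *Smarca2*, which encodes a catalytic subunit of the SWI/SNF chromatin remodeling complex, had 15 reads in the 4 mid-aged and 5 reads in the 4 young mice. The young mice had 0, 1, 2 and 2 reads there, all of them methylated, and the mid-aged mice 2, 6, 2 and 5. Mid-aged mouse 2 had 33.3% methylation (Wilson 95% interval 9.68 to 70) and mid-aged mouse 4 had 0% (0 to 43.4). The CpG linked to *Inpp5a*, which encodes an inositol polyphosphate phosphatase, had 13 reads in mid-aged and 2 in young mice. Its mid-aged mice had 7, 2, 0 and 4 reads, with 28.6% methylation in mouse 1 (8.22 to 64.1) and 50% in mouse 4 (15.0 to 85.0). At both CpGs 2 mid-aged mice and 0 young mice reached 3 reads, so with that minimum the young mice had no values to test. With no minimum, the 4 mid-aged mice lay below the 3 young mice with reads at *Smarca2* (-79.2 percentage points, exact permutation test, p = 0.0286), which did not pass after adjustment over the CpGs of Table 2. The reads pooled per group at *Smarca2* passed Fisher's exact test (adjusted p = 0.00587, -80 percentage points), which counts reads and not mice. At *Inpp5a* neither test passed (exact permutation test, p = 0.4; Fisher's exact test, p = 0.467). The 7 other CpGs within 500 bases of the *Smarca2* CpG that had at least 5 reads in all mice differed by a median of -0.939 percentage points between the ages.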

RRBS data were excluded when the number of reads (coverage) for the respective CpG was below 3, as it was the case for *Smarca2* (Fig. 3c) and *Inpp5a* (Additional file 7: Fig. S5d).

**Fig. 3:**
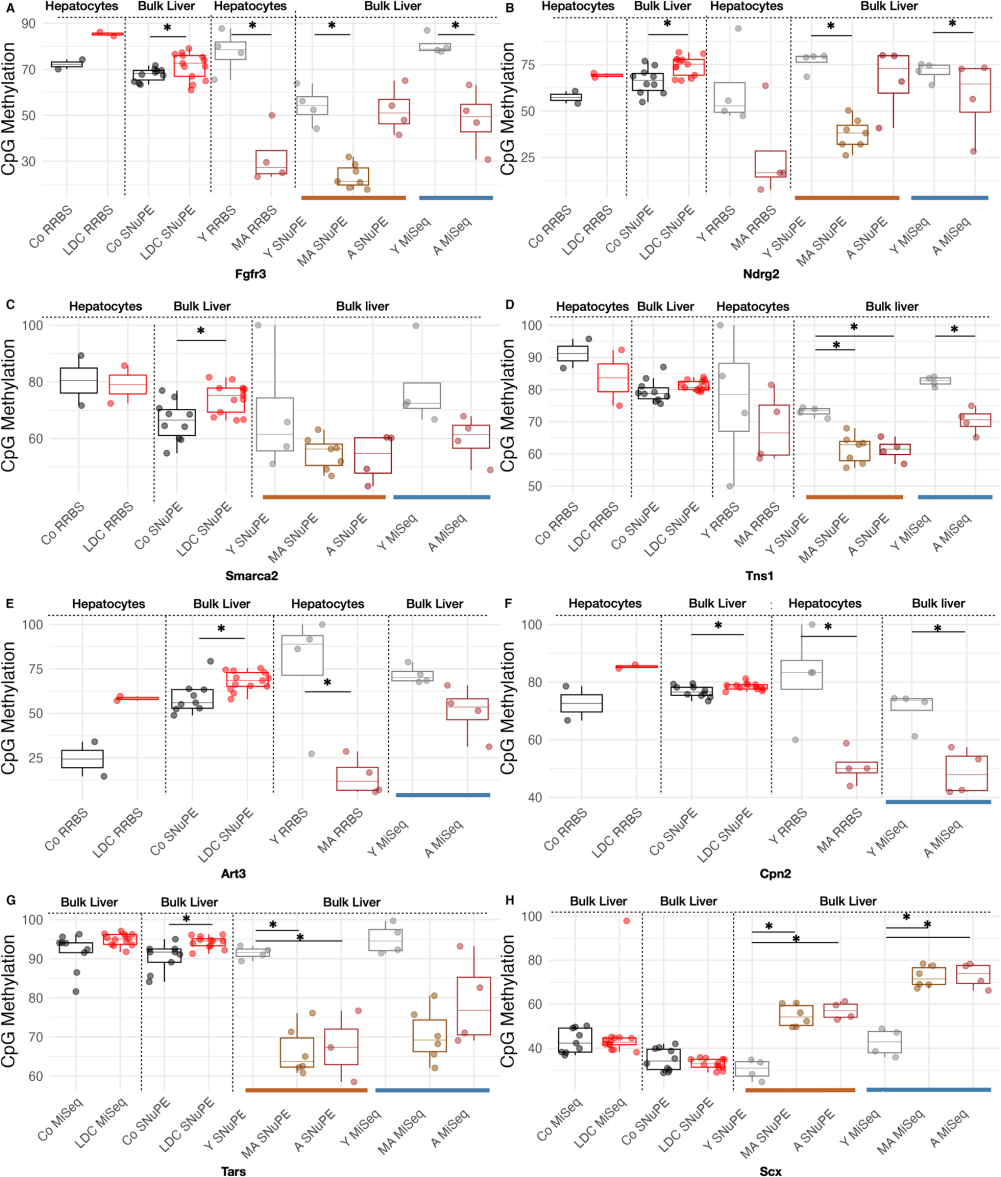
Analysis of CpG methylation in established and novel aging associated loci. **A**–**F** Analysis of CpG methylation status of selected Stubbs Loci (see Table 2) in LDC (over Co) mice from liver hepatocytes (using RRBS) and in bulk liver (using SNuPE). The CpG methylation is compared to bulk liver from aging mice using SNuPE and MiSeq. **G**, **H** The CpG methylation of the new aging loci was also measured in LDC (over Co) mice and compared to aging bulk liver using SNuPE and MiSeq. *t test* (parametric, unpaired) was used to compare and evaluate the significance between groups Co vs LDC and young (Y = 10 wks), mid-aged (MA = 40 wks) vs aged (A = 85 wks) for each of the technologies, in female mice. All differences that are significant (* *p* < 0.05) are marked in the plot. In each case, comparisons were made only between two groups (LDC vs. Co, Y vs. A or Y vs. MA for each technology). The gene associated with the measured CpG is mentioned at the bottom of each plot. The source of the sample and their age are mentioned on top. For better comparison, methylation index values obtained from SNuPE analyses were normalized to the range of [0,100]. RRBS data was excluded when read coverage for the respective CpG was below 3 (concerns *Smarca2, Inpp5a*). SNuPE analysis of CpGs with low read coverage were excluded

**Table 2:** Investigated CpGs with association to genetic age

Position	Gene	Annotation	Source
chr 4: 141,251,015–141,251,016	*Arhgef19*	(+) exon 13	New locus
chr 15: 11,383,946–11,383,947	*Tars*	(+) 3’UTR	New locus
chr 9: 85,324,737–85,324,738	*Tent5a*	(+) exon 3	New locus
chr 15: 76,457,712–76,457,713	*Scx*	( +) exon 1	New locus
chr 6: 94,667,253–94,667,254	*Lrig1*	(+) intron	Stubbs et al., 2017 [14]
chr 5: 33,729,707–33,729,708	*Fgfr3*	(+) exon 5	Stubbs et al., 2017 [14]
chr 16: 30,260,867–30,260,868	*Cpn2*	(−) exon 2	Stubbs et al., 2017 [14]
chr 1: 73,959,153–73,959,154	*Tns1*	(−) intron	Stubbs et al., 2017 [14]
chr 14: 51,908,372–51,908,373	*Ndrg2*	(−) exon 9	Stubbs et al., 2017 [14]
chr 19: 26,640,521–26,640,522	*Smarca2*	(+) intron	Stubbs et al., 2017 [14]
chr 5: 92,364,789–92,364,790	*Art3*	(+) intron	Stubbs et al., 2017 [14]
chr 4: 154,557,099–154,557,100	*Prdm16*	(−) exon/intron	Stubbs et al., 2017 [14]
chr 7: 139,559,949–139,559,950	*Inpp5a*	(+) intron	Stubbs et al., 2017 [14]

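On mm10, the CpG linked to *Arhgef19* (ENSMUSG00000028919.11) lies on chromosome 4 at 141251015, in coding exon 13 of 17, within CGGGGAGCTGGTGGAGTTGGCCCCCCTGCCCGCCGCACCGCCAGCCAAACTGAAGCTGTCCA, where each such sequence is the forward strand of 62 bases with the CpG at its center. That of *Tars* (ENSMUSG00000022241.6) lies on chromosome 15 at 11383946, in the 3' UTR of the last of 19 exons, within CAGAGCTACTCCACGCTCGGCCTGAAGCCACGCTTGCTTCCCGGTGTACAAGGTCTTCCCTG. The CpG of *Tent5a* (ENSMUSG00000032265.14) is on chromosome 9 at 85324737, in coding exon 3 of 3, within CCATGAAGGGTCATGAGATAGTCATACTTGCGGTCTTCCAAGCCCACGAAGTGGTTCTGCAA. That of *Scx* (ENSMUSG00000034161.8), on chromosome 15 at 76457712, lies 260 bases from the transcription start site in coding exon 1 of 2, and its sequence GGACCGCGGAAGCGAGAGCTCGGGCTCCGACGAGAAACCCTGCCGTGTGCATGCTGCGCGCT holds 9 CpGs. *Lrig1* (ENSMUSG00000030029.14) has its CpG in intron 1, on chromosome 6 at 94667253, within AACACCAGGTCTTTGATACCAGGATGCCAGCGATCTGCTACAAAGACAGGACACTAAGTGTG. For *Fgfr3* (ENSMUSG00000054252.18), the position is 33729707 on chromosome 5, in coding exon 5 of 18, within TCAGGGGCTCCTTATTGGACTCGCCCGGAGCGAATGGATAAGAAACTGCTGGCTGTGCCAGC. For *Cpn2* (ENSMUSG00000023176.9), it is 30260867 on chromosome 16, in coding exon 2 of 2, within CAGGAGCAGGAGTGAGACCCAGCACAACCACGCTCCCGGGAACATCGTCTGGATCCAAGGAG. *Tns1* (ENSMUSG00000055322.15) carries its CpG on chromosome 1 at 73959153 in intron 18, within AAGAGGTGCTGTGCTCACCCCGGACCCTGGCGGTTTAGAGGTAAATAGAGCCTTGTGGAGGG. *Ndrg2* (ENSMUSG00000004558.15) carries it on chromosome 14 at 51908372 in coding exon 8 of 15, within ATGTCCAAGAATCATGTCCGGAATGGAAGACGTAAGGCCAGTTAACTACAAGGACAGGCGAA. In *Smarca2* (ENSMUSG00000024921.17), chromosome 19 position 26640521 lies in coding exon 5 of 33, within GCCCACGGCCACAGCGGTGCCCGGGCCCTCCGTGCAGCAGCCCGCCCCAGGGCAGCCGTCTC. In *Art3* (ENSMUSG00000034842.16), chromosome 5 position 92364789 lies in intron 2, within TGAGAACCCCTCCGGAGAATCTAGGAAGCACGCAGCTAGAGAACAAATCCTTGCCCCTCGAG. The *Prdm16* CpG (ENSMUSG00000039410.16), on chromosome 4 at 154557099 in intron 1, sits in an *Msp*I site within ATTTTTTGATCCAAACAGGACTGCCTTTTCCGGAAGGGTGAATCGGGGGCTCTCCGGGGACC. The *Inpp5a* CpG (ENSMUSG00000025477.14) is found on chromosome 7 at 139559949 in intron 11, within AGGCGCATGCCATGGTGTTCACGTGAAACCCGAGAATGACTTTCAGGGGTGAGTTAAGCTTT. Exons and introns are numbered along 1 GENCODE vM21 transcript per gene, which runs on the reverse strand for *Tars*, *Tent5a*, *Lrig1*, *Cpn2*, *Tns1*, *Ndrg2* and *Prdm16*.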

The first, second, and third columns give the position and the associated annotation of the respective CpG. The fourth column denotes if a CpG was discovered as a new locus or reported before [14]. mm10 was used as the reference genome

Further validation was done for these CpGs as well as for *Smarca2* and *Inpp5a* via MiSeq and SNuPE analyses of liver tissues from young, mid-aged, and aged (85–86 weeks) mice. These analyses confirmed a lower degree of methylation as reported by Stubbs et al. [14] in liver tissue not only from mid-aged, but also from aged mice: CpGs linked to *Fgfr3*, *Ndrg2*, *Tns1, Art3, and Cpn2* showed significant hypermethylation in livers from young compared to (mid-)aged mice (see Fig. 3A, B, D–F respectively), while values for *Smarca2* did not reach statistical significance (Fig. 3c).

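The gene of fatty acid synthase, *Fasn* (ENSMUSG00000025153.9), was less methylated in mid-aged than in young hepatocytes at 14 of its 80 tested CpGs, from position 120816229 to 120821077 of chromosome 11. At 120820065, in coding exon 7 of 43, methylation was 32.4% ± 6.34 in mid-aged and 88.3% ± 6.47 in young mice (adjusted p = 0.000284, quasi-binomial test). The values of each group are means with the SD between its mice (n = 4). All 8 tested CpGs from 120820943 to 120821078, in and beside coding exon 4, were called lower, with a mean of 43.2% ± 6.90 against 85.5% ± 1.97. *Gas6*, the gene of a ligand of the TAM receptors, had 33.2% ± 2.67 against 88.4% ± 5.64 in intron 2 (chromosome 8, 13491858; adjusted p = 5.15e-06, quasi-binomial test). *Thrb*, which encodes thyroid hormone receptor beta, had 19.6% ± 8.55 against 74.8% ± 14.3 (chromosome 14, 17884995; adjusted p = 0.0104, quasi-binomial test). *Itpr1*, the gene of an inositol trisphosphate receptor, had 17.0% ± 9.05 against 70.3% ± 7.2 in intron 44 (chromosome 6, 108458809; adjusted p = 0.00962, quasi-binomial test). In *Dysf*, intron 32 (chromosome 6, 84135134), the values were 23.3% ± 11.4 and 85.1% ± 17.5, and in *Col27a1*, intron 2 (chromosome 4, 63222059), 37.4% ± 4.79 and 91.0% ± 10.4 (adjusted p = 0.00753 and 0.000319, quasi-binomial test). In *Zfp809*, intron 1 (chromosome 9, 22226828), they were 28.6% ± 13.7 and 83.8% ± 13.2, and in *Art3*, intron 2 (chromosome 5, 92365051), 21.6% ± 12.8 and 74.2% ± 5.74 (adjusted p = 0.0119 and 0.00471, quasi-binomial test). *Rhobtb1* had 20.4% ± 6.35 against 73.5% ± 15.1 in coding exon 3 (chromosome 10, 69248805; adjusted p = 0.00691, quasi-binomial test), and the 11 tested CpGs from 69248672 to 69248850, 7 of them called, had a mean of 30.3% ± 4.95 against 75.4% ± 4.99. Among non-coding genes, the promoter of *Gm15337* had 24.5% ± 4.42 against 85.7% ± 8.77 (chromosome 18, 39390922; adjusted p = 3.36e-05, quasi-binomial test). *Gm29016* in intron 1 (chromosome 1, 59381708) had 21.4% ± 9.28 against 80.1% ± 17.7, and *4732471J01Rik* in intron 5 (chromosome 7, 25422836) 26.4% ± 9.00 against 81.0% ± 11.3 (adjusted p = 0.0183 and 0.000346, quasi-binomial test). Longer runs of loss were 10 called among 10 tested CpGs of *Arhgap26* on chromosome 18 from 39363147 to 39363434 (29.4% ± 7.64 against 70.4% ± 11.6), 10 of 16 of *Bahcc1* on chromosome 11 from 120280548 to 120280767 (54.1% ± 3.00 against 84.7% ± 5.92) and 9 of 12 of *Snx21* on chromosome 2 from 164791752 to 164792035 (47.4% ± 5.49 against 80.1% ± 4.83). Leaving out 1 mid-aged mouse ended some calls, with an adjusted p from the quasi-binomial test of up to 0.112 at *Gm29016* (any of the 4 mice), 0.102 at *Thrb* (mouse 1, 3 or 4), 0.0944 at *Dysf* (3 or 4), 0.125 at *Zfp809* (2 or 3), 0.0643 at *Rhobtb1* (2 or 4), 0.0642 at *Itpr1* (4) and 0.0518 at *Art3* (3). The single CpGs were chosen among those at which every mid-aged mouse lay below every young mouse, so this separation is a condition of the choice and not a test.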

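*Rfx4*, the gene of an RFX transcription factor, gained methylation in intron 1 (chromosome 10, 84760440), at 77.6% ± 5.22 in mid-aged and 16.1% ± 6.58 in young mice (adjusted p = 1.81e-05, quasi-binomial test). Means are given with the SD between mice (n = 4 in each group). *Mapk15*, a MAP kinase gene, held 41 called CpGs, with 66.7% ± 7.34 against 9.29% ± 1.58 in intron 10 (chromosome 15, 75997970; adjusted p = 1.18e-05, quasi-binomial test). *Cyp26c1*, the gene of a cytochrome P450 that degrades retinoic acid, had 92.5% ± 2.13 against 44.5% ± 21.1 in coding exon 6 (chromosome 19, 37693179; adjusted p = 0.000113, quasi-binomial test). *C1ql3*, which encodes a secreted C1q-like protein, had 61.0% ± 4.42 against 8.84% ± 7.02 in its 5' UTR (chromosome 2, 13011012; adjusted p = 0.000205, quasi-binomial test). *Ptk7*, the gene of a receptor tyrosine kinase without catalytic activity, had 76.9% ± 7.74 against 32.1% ± 13.7 in intron 1 (chromosome 17, 46628671; adjusted p = 0.00524, quasi-binomial test). Runs of called CpGs in or at these genes extended over 27 of 35 tested CpGs of *Mapk15* from 75997656 to 75998148 (60.9% ± 1.17 against 25.6% ± 2.13), 35 of 44 from 37692869 to 37693476, with 34 called CpGs in *Cyp26c1* (82.8% ± 1.73 against 53.6% ± 5.10), 30 of 35 of *C1ql3* from 13009805 to 13010480 (48.5% ± 2.57 against 18.5% ± 2.91) and 27 of 57 of *Ptk7* from 46628534 to 46629449 (35.0% ± 1.04 against 11.7% ± 0.979). *Usp49*, a gene of the ubiquitin-specific protease family, had 32 called among 41 tested CpGs from 47672334 to 47672930 of chromosome 17 (60.4% ± 0.986 against 37.0% ± 2.20). The mean of each run is over all its tested CpGs, called or not. The CpG of *2810004N23Rik* in intron 1 (chromosome 8, 124861638) had 97.4% ± 2.90 against 7.61% ± 15.2, and that of *Hapln4* in coding exon 5 (chromosome 8, 70088187) 75.9% ± 9.15 against 21.1% ± 14.0 (adjusted p = 5.42e-05 and 0.000639, quasi-binomial test). At *2810004N23Rik* the 2 other CpGs within 50 bases differed by at most 5.95 percentage points and the young mice had 0 of 124 reads on the forward strand of the CpG, so a sequence variant in place of a gain is not excluded there. In *Ttc39b*, intron 2 (chromosome 4, 83284907), the values were 71.2% ± 6.37 and 24.1% ± 7.74, and in *Spag1*, intron 10 (chromosome 15, 36210474), 77.8% ± 2.04 and 33.3% ± 7.01 (adjusted p = 0.000424 and 8.97e-06, quasi-binomial test). In *Rassf3*, intron 1 (chromosome 10, 121434814), they were 88.1% ± 10.6 and 41.9% ± 10.8, and in *Rai1*, intron 1 (chromosome 11, 60140121), 61.7% ± 6.75 and 17.5% ± 12.9 (adjusted p = 0.00884 and 0.000947, quasi-binomial test). *Phldb2*, intron 1 (chromosome 16, 45844024), had 74.0% ± 13.7 against 20.4% ± 16.2 (adjusted p = 0.0430, quasi-binomial test), and this call ended without mid-aged mouse 1, 2, 3 or 4 (adjusted p up to 0.250) or young mouse 2 (0.0563). Calls also ended at *Rassf3* without mid-aged mouse 1, 2 or 4 (adjusted p up to 0.0831, quasi-binomial test), at *Ptk7* without mid-aged mouse 2 (0.0734), and, by the limit on variance, at *Cyp26c1* without young mouse 2, 3 or 4. That every mid-aged mouse lay above every young mouse was required of the single CpGs when they were chosen.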

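Of the CpGs covered in all 8 mice, 1466 were called between mid-aged and young hepatocytes, 552 of them higher and 914 lower in mid-aged mice. A call required an adjusted p under 0.05 from the quasi-binomial test and the paper's limits on the mean difference (0.05) and on the variance in each group (0.05). Counted as single CpGs, gains and losses were spread differently over the parts of the genome, without a test. In coding exons 262 called CpGs were higher and 182 lower, in 5' UTRs 35 and 17, in introns 193 and 411, and outside any gene or promoter 20 and 186. Long runs weigh on these counts, such as those with 35 called CpGs at *Cyp26c1* and 32 at *Usp49*. Of 754 separate places of called CpGs, 178 were higher and 576 lower. Where 10 or more CpGs of the files lay within 100 bases, 74.2% of 546 called CpGs were higher, against 17.5% of 526 with 5 to 9 such neighbors and 14.0% of 394 with at most 4. Counted as separate places, 94 dense places gained and 62 lost methylation, while 45 sparse places gained and 260 lost it (Fisher's exact test, two-sided, p = 4.50e-23). With neighbors counted within 200 bases, most dense places lost methylation too (123 gained, 188 lost), as did sparse places (21 and 106), and the shares gaining differed by 23.0 percentage points (Fisher's exact test, p = 2.04e-06). The called CpGs formed 119 regions of at least 3 neighbors, 40 higher and 79 lower. They fell in or at the promoters of 539 genes, of which 126 held gains only, 398 losses only and 15 both. The median absolute difference was 28.2 percentage points (5.02 to 89.8), at a median of 95 reads per mouse, against 49 reads at all tested CpGs. Every mid-aged mouse lay beyond every young mouse in 3.57% of the tested CpGs, against 2.86% by chance, and in 1424 of the called CpGs, which were selected by a test of the same groups. At an unadjusted p under 0.05, 81533 CpGs (9.09%) passed the quasi-binomial test. The number of CpGs called between mid-aged and young depends on the test: limma on M values called 2414 CpGs, 1419 higher and 995 lower, of which 310 were shared, and limma on methylation fractions called 228. The quasi-binomial test called 907, 612, 644 and 662 CpGs without mid-aged mouse 1, 2, 3 and 4, 2328 without young mouse 1, and 616 on the forward strand alone. The count also rests on leaving CpGs without an estimate of dispersion out of the moderation, a correction made after the quasi-binomial test with all CpGs in the moderation had called 0, with 62140 at an unadjusted p under 0.05. Limma on M values called 8 of the 24 single CpGs named above by size, in *Rfx4*, *Mapk15*, *Ttc39b*, *Spag1*, *Gm15337*, *Fasn*, *Gas6* and *Itpr1*.

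**Figure D2:**
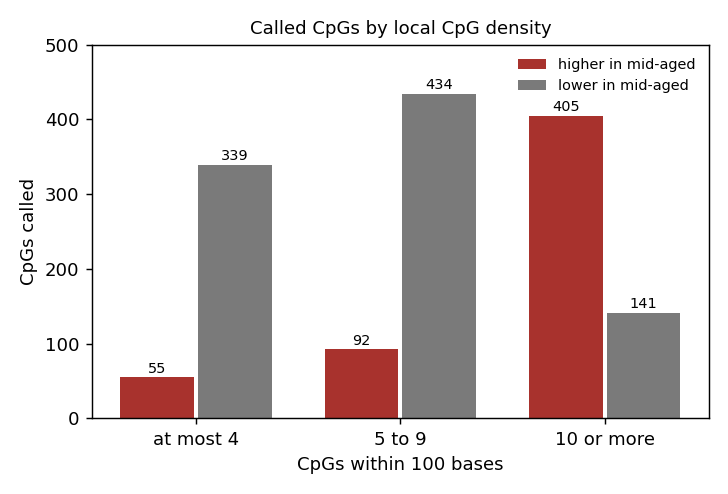
Number of called CpGs higher and lower in mid-aged mice (y axis) by the number of CpGs within 100 bases (x axis). Gains make up 74.2% of the calls with 10 or more CpGs within 100 bases and 14.0% of those with at most 4.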

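The CpG in coding exon 13 of *Arhgef19* was methylated at 30.4% ± 8.79 (SD, n = 4) in mid-aged and 80.9% ± 3.61 (SD, n = 4) in young hepatocytes. At the CpG in the 3' UTR of *Tars*, the gene of threonyl-tRNA synthetase, methylation was 67.7% ± 8.76 (SD, n = 4) and 94.8% ± 1.92 (SD, n = 4). *Tent5a*, which encodes a terminal nucleotidyltransferase, had 54.7% ± 4.60 (SD, n = 4) in mid-aged and 19.0% ± 6.13 (SD, n = 4) in young mice. *Scx*, the gene of the tendon transcription factor scleraxis, had 82.0% ± 2.97 (SD, n = 4) and 49.9% ± 2.31 (SD, n = 4). At each of the 4 CpGs all mid-aged mice lay on 1 side of all young mice (exact permutation test, p = 0.0286, adjusted p = 0.0476). All 4 lost the adjusted pass without any 1 mid-aged mouse or without young mouse 2, 3 or 4. *Tars* lost it without young mouse 1 too, and without any 1 young mouse its unadjusted p was 0.0571 (exact permutation test). At *Arhgef19*, *Tent5a* and *Scx* the unadjusted p stayed at 0.0286 without any 1 mouse, so their loss came from the shared adjustment. Without any 1 mouse the differences were -47.7 to -54.2 percentage points at *Arhgef19* and -24.9 to -31.3 at *Tars*. They were 34.3 to 38.6 percentage points at *Tent5a* and 30.8 to 33.0 at *Scx*. Within 500 bases, all 5 other tested CpGs at *Arhgef19* and all 5 at *Tars* had lower means in mid-aged mice, and all 5 at *Tent5a* and all 14 at *Scx* higher means. The quasi-binomial test called 2, 4, 3 and 6 of these. Their median differences were -35.9, -20.2, 16.4 and 28.9 percentage points, and the smallest were 2.63, 0.960, 0.911 and 9.90 in absolute size. These neighbors lay only -176 to 87 bases from the CpGs of Table 2, and a read counts for each CpG it spans. They can rest on the same reads and are not independent support. Across the genome, the adjusted p from the quasi-binomial test was 0.000351 for *Arhgef19*, 0.000148 for *Tars*, 0.000189 for *Tent5a* and 4.32e-05 for *Scx*. From limma on M values it was 0.00738, 0.0230, 0.0221 and 0.00526, while limma on methylation fractions did not call *Tars* and *Tent5a*. The reads in mid-aged and young mice were 352 and 174 for *Arhgef19*, 747 and 652 for *Tars*, 943 and 503 for *Tent5a*, and 1534 and 461 for *Scx*. The study chose these CpGs on the same 8 libraries, so their values are not independent evidence of a change with age.

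**Figure D3:**
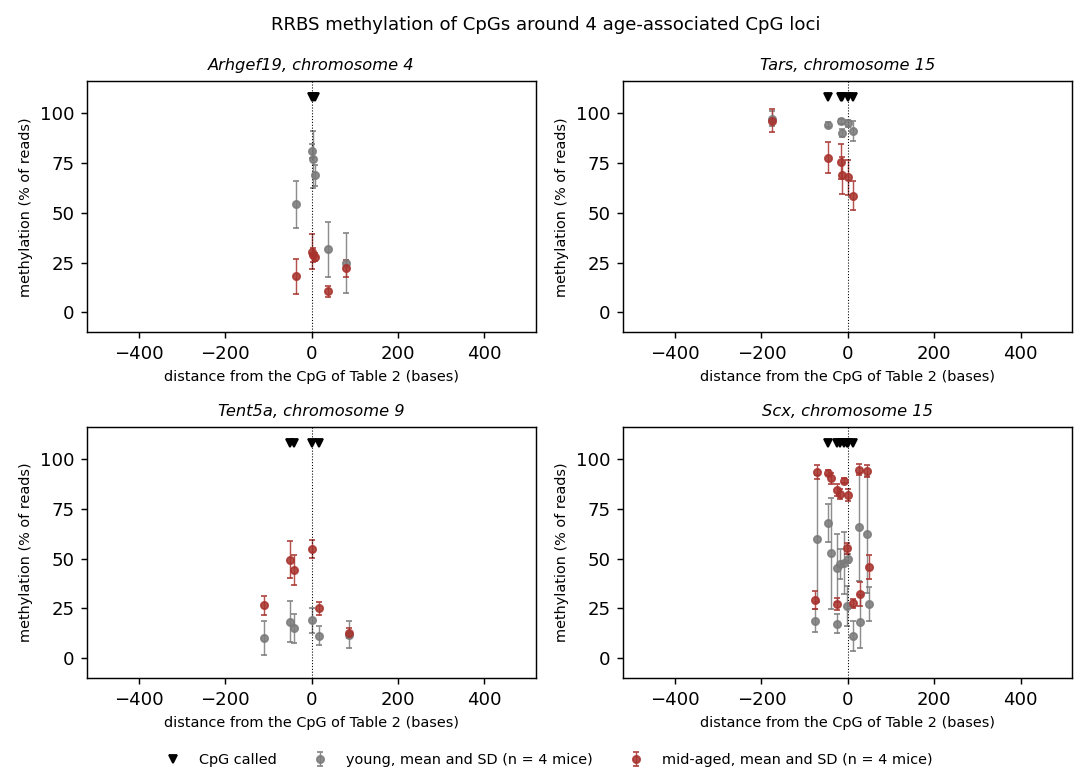
Mean methylation in percent (y axis) of the tested CpGs within 500 bases of the Arhgef19, Tars, Tent5a and Scx CpGs by position (x axis), for mid-aged and young mice with the SD. At all 6, 6, 6 and 15 CpGs, these 4 included, the mid-aged mean lies on 1 side of the young mean. Neighboring CpGs can share reads and are not independent.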

Subsequently, we performed RRBS and identified new CpG loci (Table 2) in hepatocytes with a consistently altered methylation in aged livers: two hypomethylated CpGs linked to *Arhgef19* and *Tars* (Additional file 7: Fig. S5A, Fig. 3G), and one hypermethylated CpG linked to *Tent5a* and *Scx*, respectively (Additional file 7: Fig. S5B, Fig. 3H), (also Additional file 5).

Comparing aging-related CpG methylation with CpG methylation in hepatocytes or livers from LDC-fed animals, none of the sites showed an aging-related pattern: *Scx* showed a significant CpG hypermethylation in aged (both SNuPe and MiSeq) over young (Fig. 3H), while it was not significantly different in LDC (over Co). *Tars* (Fig. 3G), *Fgfr3* (Fig. 3A), *Ndrg2* (Fig. 3B), *Art3* (Fig. 3E), and *Cpn2* (Fig. 3F) showed a lower CpG methylation in livers from aged than young mice, but the opposite in livers from LDC *vs*. control-fed animals. *Tns1* (Fig. 3D) CpG methylation was reduced in aged livers, but no clear effect could be observed upon the LDC diet. The *Arhgef19* (Additional file 7: Fig. S5A) locus had significantly higher CpG methylation in young (over aged), as detected by SNuPE experiments, with similar tendency in MiSeq experiments.

A CpG of the *Prdm16* gene was used as a consistently highly methylated control (Additional file 7: Fig. S6). Though *Tent5a* (Additional file 7: Fig S5b) did not have significant differences in aging or LDC, the aged samples in tendency showed a higher extent of methylation (compared to young).

## Discussion

In this study, different layers of the epigenome were analyzed in hepatocytes isolated from mice that were fed a diet containing alcohol and high fat. One limitation of the study is that the epigenome assays were produced from two mouse replicates *(n* = *2 per group)*. To the best of our knowledge, no comparable data have been reported in the literature. In order to decipher which epigenetic mechanisms cause the observed transcriptional alterations, we investigated expression, DNA methylation, histone modifications, and chromatin changes. We acknowledge that variation in chromatin accessibility or DNA methylation does not imply the changes observed in gene expression. However, keeping these assumptions in mind and with the help of integrative approaches, biological interactions of different epigenetic and transcriptional mechanisms could be identified for LDC and might be also relevant in human disease.

The four clusters resulting from differential gene expression analysis are all relevant for the pathogenesis of steatosis and steatohepatitis (Table 1). *Cluster* 1 depicts mitochondrial dysfunction, although being based on only a few DEGs. In general, NAFLD and AFLD are associated with mitochondrial dysfunction [43, 44]. NAFLD is associated with an increased mtDNA mutation rate and mtDNA variability drives NAFLD progression [45], including the genes differentially expressed in LDC in the current study. *Cluster* 2 represents changes in genes associated with ECM/collagen. Alterations in the ECM of steatotic livers are well known to contribute to morphological changes in the liver in ALD as well as NAFLD. Fibrosis is characterized by collagen deposition as well as ECM remodeling. *Cluster* 3, which is associated with metabolism, e.g. alcohol metabolism, well reflects the LDC model used in this study. *Cluster* 4 includes genes of several PI3K-AKT, JAK-STAT, and MAPK pathways by a KEGG analysis. All of these pathways can be connected with steatohepatitis, although most of the genes in this cluster have not been quite studied with respect to the liver. By using a machine learning approach that uses TF binding profiles and the differential gene expression profiles from LDC and Co [27], we were able to predict specific transcription factors which might cause the observed DEG profile for specific clusters, respectively. Based on the TF prediction we found a number of TFs that have been previously linked to steatosis. *NFIL3* and *JUNB* have been reported to play a role in all stages of human NAFLD [46]. *NFIL3* was described as part of an enhancer hotspot associated gene in NASH-prone livers [47] and mechanistically affects gluconeogenesis in hepatocytes [48, p. 3] and lipid accumulation [49]. The preference of *JunB* for ECM cluster genes (*cluster* 2) confirmed a recently described positive correlation of *JunB* levels with liver fibrosis in human and murine samples in hepatic stellate cells [50]. Regarding hepatocytes, a recent study found *JUN*, *JUND*, and *JUNB* as the three top predicted transcription factors in NASH [51]. The paper also suggested a major crosstalk between hepatocytes and non-parenchymal cells during NASH progression. This crosstalk comprises genes coding, e.g., for cell adhesion molecules (integrins) or phosphatases as found in *cluster* 2. The most strongly upregulated gene in this cluster is *Krt23*, which has been described to be the gene that has the clearest upregulation in livers from alcoholic hepatitis patients compared to NASH patients [3]. Genes encoding ECM-regulating proteins, such as *Timp3*, which have been shown to be protective in steatosis and HCC when overexpressed in hepatocytes, were downregulated in our study [52].

*E2F7* has been previously found to inhibit liver tumor growth and through regulation of polyploidy also be involved in different hepatic diseases. *ATF2* has been previously linked to non-alcoholic fatty liver disease [53]. *SPIB* has not been linked to liver pathogenesis so far, but belongs to the group of interferon regulatory factors and therefore is involved in inflammatory conditions [54]. Taken together, the TF enrichment analysis well recapitulates what is known from the literature regarding human and murine fatty liver disease.

Since the characteristics of a NAFLD liver were suggested to recapitulate the main aspects of the aged liver phenotype, previously published DNA methylation aging marks were examined in LDC hepatocytes. Although epigenetic clocks are a relatively novel tool, they are already established as highly valuable age prediction methods [55]. Several studies identified altered DNA methylation CpG sites in liver tissues from patients with obesity of type 2 diabetes, both conditions being associated with MAFLD [56–59]. Vice versa, epigenetic aging signatures are slowed by caloric restriction in mice [60]. However, interestingly, Horvath et al. [13] observed a strong correlation between high body mass index and the epigenetic age of liver tissue, but no association with the NAFLD activity score (NAS), steatosis, inflammation, or fibrosis [13], which might explain the lack of DNA methylation age marks in the LDC model in the current study. In general, the relationship between aging and fatty liver disease is controversial [61, 62]. According to the inflamm-aging theory, aging promotes liver inflammation [63]. However, although aging has been reported to increase hepatic lipid accumulation [17, 64–66], aging per se has no effect on steatosis in mid-aged mice [67]. Interestingly, there are inconclusive data on the progression of steatosis to NASH in the very elderly [68]. The discrepancy between the studies was suggested to be due to the fact that some of the studies were conducted in moderately aged rather than in very old mice and humans [62].

Our data confirmed reduced methylation for CpG loci as originally measured by Stubbs et al. [14] both for liver tissue as well as for isolated hepatocytes from mid-aged mice and could also confirm them for liver tissue from aged animals. Interestingly, our data do not suggest similarities in the methylation status of respective loci between aging and steatosis. In contrast, methylation patterns of livers or hepatocytes from LDC-fed animals rather had similarities with those from young animals. This is also true for newly identified loci characteristic for aged hepatocytes and livers.

Taken together, this study highlights four clusters of differentially expressed genes being relevant in the LDC model. The regulation of transcription of these genes was shown to be affected by chromatin changes and transcription factors. Steatosis was not associated with DNAm age in this model.

## Supplementary Information

**Additional file 1.** Primers used for bisulfite-based PCR with subsequent SNuPE and local deep bisulfite sequencing (MiSeq). For MiSeq universal TruSeq adaptor sequences were attached to the specific sequences *in silico* and used as fusion primers in the PCR.

**Additional file 2.** The differentially expressed genes in LDC (over Co).

**Additional file 3.** BED file with the differential chromatin domains in LDC (compared over Co).

**Additional file 4.** Differentially Methylated Regions (with FDR < 0.05) in LDC.

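*Rfx4* and *Gm15337* carried the largest differences in hepatocytes among the CpGs that Additional file 5 lists for RRBS of young and mid-aged mice. At a further CpG of *Rfx4*, at 84760419 of chromosome 10, methylation was 70.3% ± 3.95 in mid-aged and 11.7% ± 6.55 in young mice (adjusted p = 0.000124, quasi-binomial test). At a further CpG of the *Gm15337* promoter, at 39390859 of chromosome 18, it was 24.8% ± 6.70 and 81.9% ± 8.77 (adjusted p = 9.09e-05, quasi-binomial test). A CpG on chromosome 15 at 39869174, which lies in no gene or promoter, had 30.8% ± 4.40 and 88.6% ± 8.58 (adjusted p = 3.82e-05, quasi-binomial test). These are means with the SD between mice (n = 4). The 3 CpGs were chosen after their values were seen. The paper's list has 442 entries for 256 CpGs, 115 higher and 141 lower in mid-aged mice, with names of 126 genes. All 256 CpGs were among those tested here, had the listed direction, and in each every mid-aged mouse lay beyond every young mouse, as 2.86% would by chance. Their differences matched the listed ones to within 0.00588 percentage points, which shows that the list was made from these 8 libraries and is not independent evidence. The median absolute difference was 25.2 percentage points. The quasi-binomial test called 147 of them, 69 higher and 78 lower, and all 256 had an unadjusted p under 0.05. Limma on M values called 249 and limma on methylation fractions 75. Every listed CpG had a coverage of at least 10 reads in the list and a listed absolute difference of 10.1 to 61.4 percentage points.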

**Additional file 5.** CpG methylation for all the sites from various technologies.

**Additional file 6.** Excel file with Accession IDs of all sequence data used in the study.

**Additional file 7.** Additional figures.

## Data Availability

All code and the supplementary data to make the figures in the manuscript are available from https://github.com/SchulzLab/Liver-Steatosis-Supplementary. Additional file 6 provides the accession IDs to all sequencing data used in the study.

# Supplementary material for: Alterations in the hepatocyte epigenetic landscape in steatosis
**Source:** Epigenetics Chromatin. 2023 Jul 6;16:30. doi: 10.1186/s13072-023-00504-8
**Supplement:** Supplementary file 7 — Additional file 7. Additional figures.

Additional Figures: Alterations in the hepatocyte epigenetic landscape in steatosis

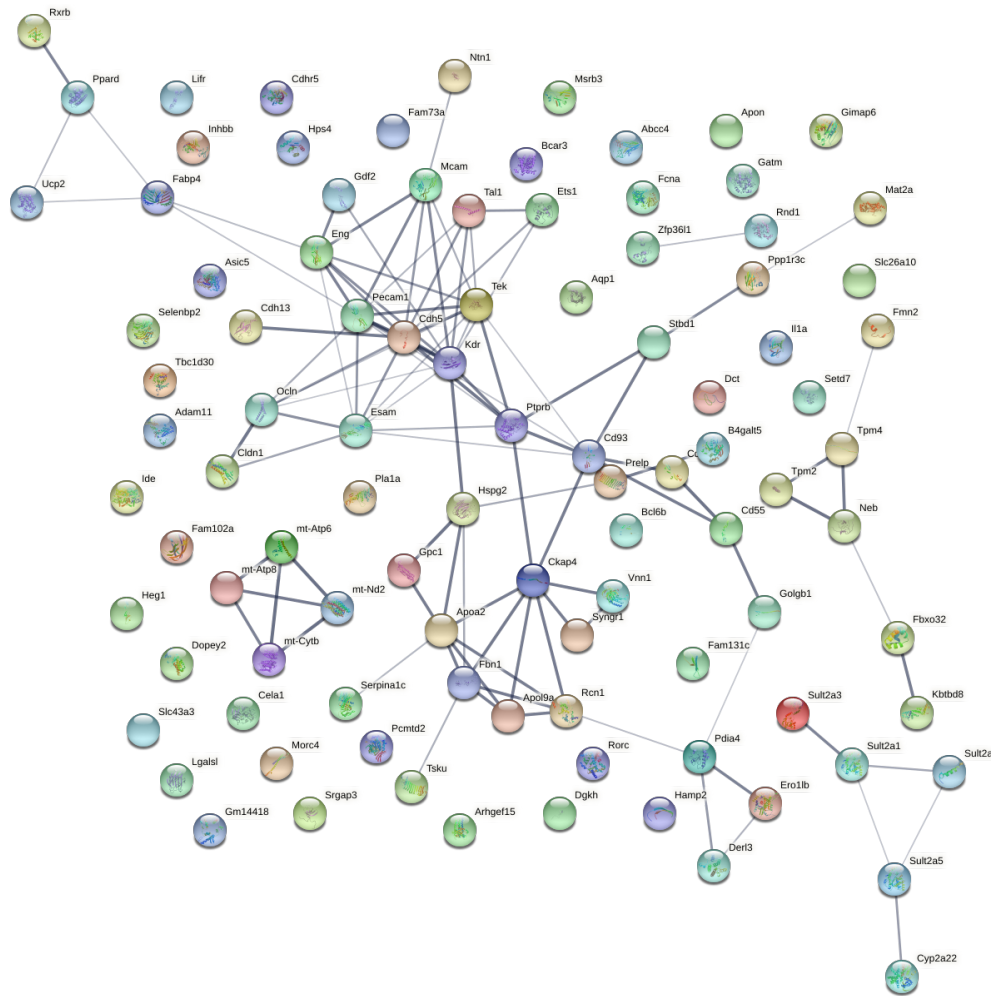

**Additional Figure S1:** The 1st cluster of the PPI network. The constituent genes in this cluster are enriched in Mitochondrial dysfunction.

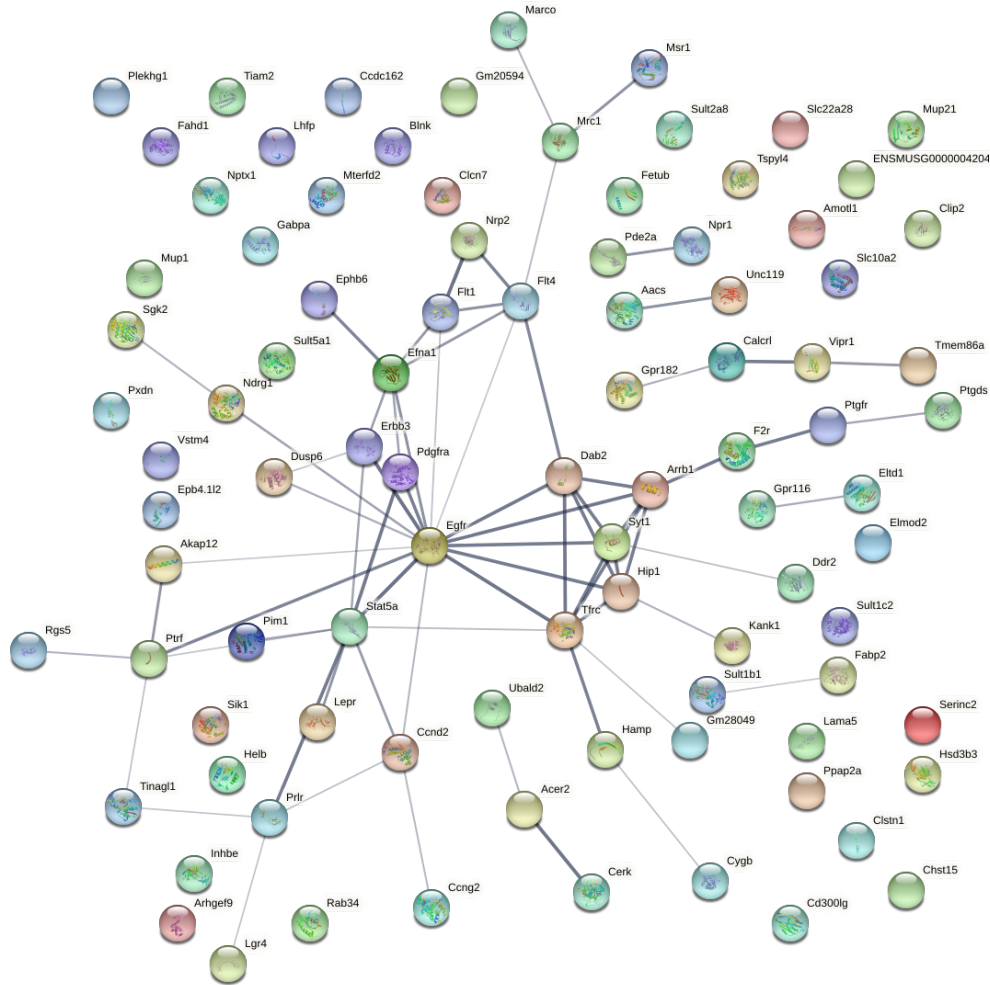

**Additional Figure S4:** The 4th cluster of the PPI network. The constituent genes are enriched in steato-hepatitis associated pathways.

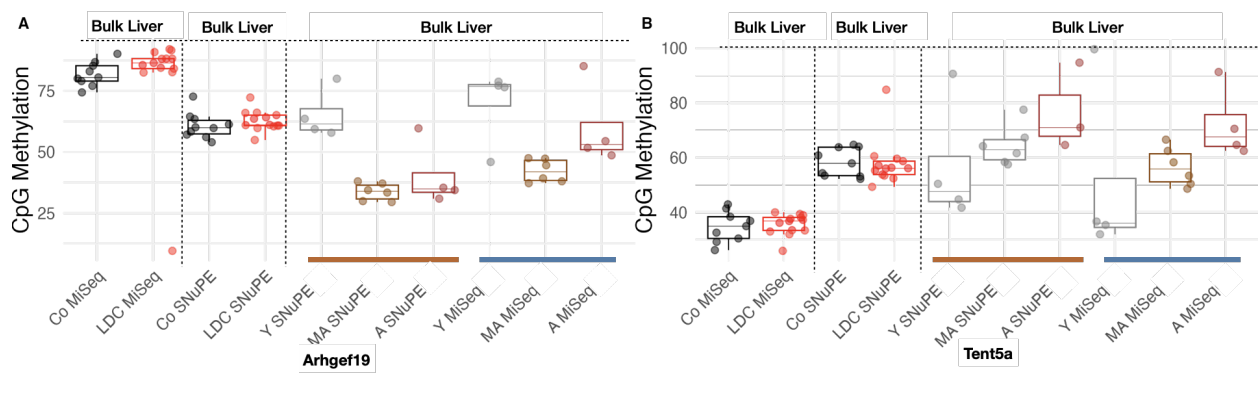

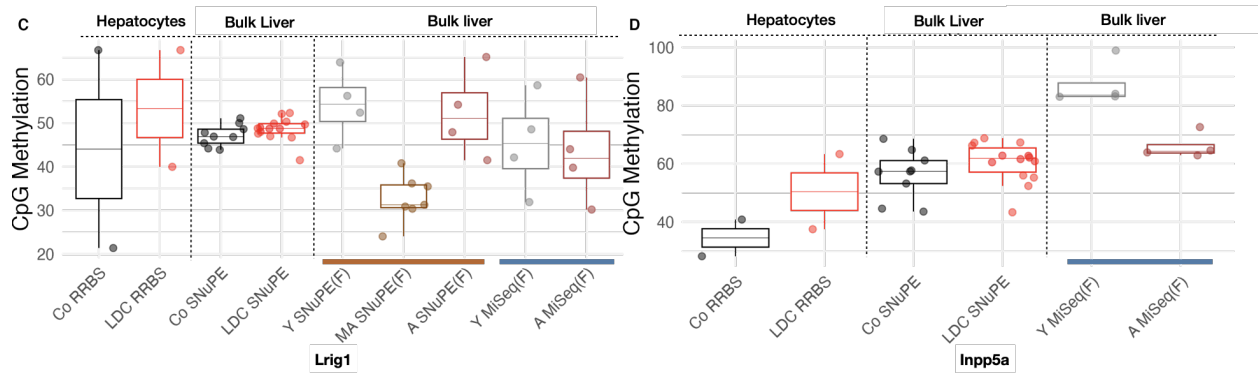

**Additional Figure S5:** The CpG methylation status of the Stubbs Loci (as shown in Table 1) in LDC (over Co) mice from liver hepatocytes (using RRBS) and in bulk liver (using SNUPE). The CpG methylation is compared to bulk liver from aging mice using SNUPE and MiSeq (I, J). The CpG methylation of the new aging loci was also measured in LDC (over Co) mice and compared to aging bulk liver using SNUPE and MiSeq. (K, L). t test (parametric, unpaired) was used to compare and evaluate the significance between groups Co vs LDC and young (Y), mid-aged (MA) vs aged (A) for each of the technologies, in both (M) male and (F) female. The gene associated with the measured CpG is mentioned at the bottom of each plot. The source of the sample and the age are mentioned on top. All differences that are significant ( $* p < 0.05$ ) are marked in the plot. In each case, comparisons were made between two groups (LDC vs. Co, Y vs. A or Y vs. MA for each technology). For better comparison, methylation values obtained from SNUPE analyses were plotted as methylation index multiplied by 100. RRBS data was excluded when read coverage for the respective CpG was below 3 (concerns Smarca2). SNUPE analysis with low coverage is excluded from the figure as well.

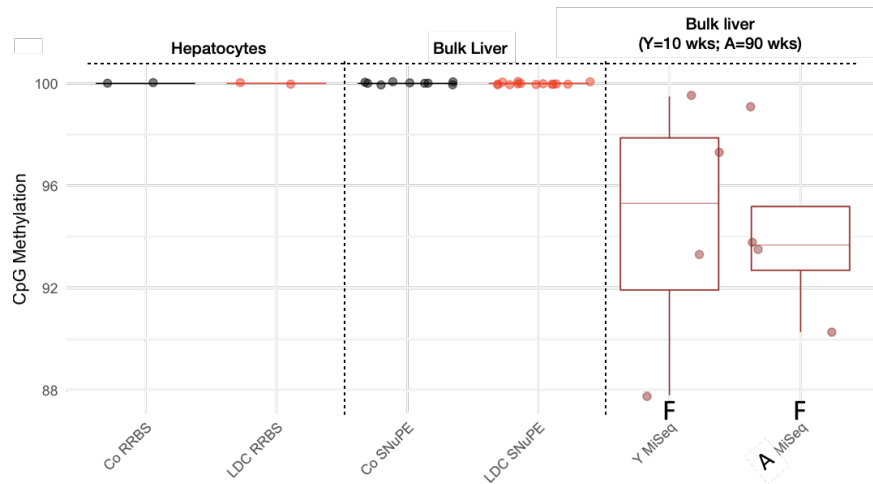

**Additional Figure S6:** Validation of age associated CpG loci: Prdm16 with SNUPE and MiSeq and comparison of CpGs in aging (from miseq and RRBS). The differences of the groups are non significant in these loci. t test (parametric, unpaired) was used to compare and evaluate the significance between groups.  $* p \leq 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

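DNA methylation was measured by RRBS in hepatocytes isolated by perfusion from 4 mid-aged (40 weeks) and 4 young (10 weeks) female C57Bl6/J mice, 1 library per mouse. As deposited by the authors, each library gives for every covered strand of a CpG on mm10 the percent of methylated reads and the coverage as a count of reads, made by the DEEP project pipeline without further normalization. The submitters name FastQC, Trim Galore 0.4.2, BWA 0.6.2, SAMtools 1.3 and Picard for these libraries, and the methylation caller is not given in the sources used here beyond the label MCSv3. The product of percent and coverage was a whole number of reads, within the rounding of the percent, for all entries, so methylated reads were taken as that number. The strands of a CpG were summed, and CpGs on chromosomes 1 to 19, X and Y were kept, which held at least 99.868% of the reads over CpGs. Sequencing, alignment and calling were not repeated. The other data of the study (RNA, DNase, histone marks, RRBS of mice with the LDC diet, SNuPE and MiSeq) were not analyzed.

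The positions were annotated with GENCODE vM21 on GRCm38, with 1 transcript per gene for exon and intron numbers, and the sequences come from the same genome through pysam 0.24.0 and samtools 1.23.1. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Libraries held 46321447 to 118395064 reads over CpGs, and 897285 CpGs had at least 5 reads in each of the 8 mice. Of CpGs with 20 to 80% methylation, a single mouse differed from the others of its group by an SD of 10.5 to 18.9 percentage points, of which 8.31 to 11.1 is expected from the number of reads. No 2 libraries shared more than 0.961% of their counts, so none was a copy of another.

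Single CpGs of Table 2 were compared by a two-sided exact permutation test of the means per mouse, over mice with at least 3 reads as in the paper, with Benjamini-Hochberg adjustment over the 10 testable CpGs. CpGs across the genome were compared by a quasi-binomial logistic model with 1 coefficient for age, an F test with a dispersion moderated by limma and not below 1, and Benjamini-Hochberg adjustment over all tested CpGs. A call needed an adjusted p under 0.05, a difference of at least 5 percentage points and a variance under 0.05 in both groups, as in the paper's methods. Promoters, from 1500 bases upstream to 500 bases downstream of a transcription start site with at least 3 tested CpGs, were compared by limma with a trend. Regions were runs of at least 3 called CpGs of 1 direction with at most 200 bases between neighbors. Places (a region or an isolated called CpG) were dense with 10 or more CpGs within 100 bases and sparse with at most 4, and were compared by Fisher's exact test. Mean methylation and the promoter means of 15 gene lists were compared by exact permutation tests. The lists cover fatty acid and triglyceride synthesis, cholesterol synthesis and uptake, fatty acid oxidation and ketogenesis, bile acids, alcohol and xenobiotic metabolism, hepatocyte identity, the growth hormone and IGF axis, the circadian clock, developmental transcription factors and morphogens, imprinted control regions, extracellular matrix and fibrosis, and 4 other cell types (Kupffer cells and leukocytes, sinusoidal endothelial cells, hepatic stellate cells, cholangiocytes). Of their 457 genes 456 matched the annotation.

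The genes to be named were fixed in advance as those of Table 2, the 12 genes with the largest gain and the 12 with the largest loss at a called CpG with at least 10 reads in every mouse and no overlap between the groups, the 5 regions with the most called CpGs in each direction, and list members with a called promoter. The values of Additional file 5 had been seen when that rule was written. The rule chose from 1142 CpGs, in 133 genes with a gain and 379 with a loss.

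The quasi-binomial test was tested on simulated counts for mid-aged against young mice at the real coverages of the 897285 CpGs, with 200 of them changed by 10, 20 or 30 percentage points. As first written, with all CpGs in the moderation, it recovered 0 of the 200, because CpGs whose dispersion was estimated as 0 distort the moderation, and it had called 0 CpGs in the data. Leaving these CpGs out of the moderation was chosen on the simulated counts, after that 0 but before its own calls in the data were seen, as the smallest change whose false calls stayed at or under 5% of calls in each simulation. With binomial noise it recovered 6 of 67, 22 of 67 and 52 of 66 CpGs by size, with 1 false call. With an intraclass correlation between mice of 0.01 it recovered 0, 5 and 16 with 1 false call, and with 0.02 it recovered 0, 0 and 4 with 0 false calls. In the same simulations limma on M values made 694, 819 and 1007 false calls beside 32, 8 and 8 true ones. The spread between mice in these simulations was not matched to the data. In the data the SD from the other mice was 18.9 percentage points in young mouse 1 (10.4 expected from the reads). It was 11.1 in mid-aged mouse 4 (8.46 expected). False calls at such an unequal spread were not tested. Limma on promoters recovered 26.9%, 76.1% and 98.5% of changes of 5, 10 and 20 points among 14983 simulated promoters, with 12 unchanged promoters called. Alternatives changed the coverage minimum, the test, the thresholds, the depth, the strands, the chromosomes, the windows, the mice and a block by replicate number.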

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

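The tests of non-hepatocyte cells, of bisulfite conversion and of a sequence variant at *2810004N23Rik* were chosen only after the results had been seen.

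Single mice lay far from the other mice of their group in 8 of 137 groups examined, where chance gives about 1 in 20. At the *2810004N23Rik* CpG young mouse 1 had 30.4% and the other young mice 0%. At the *Mapk15* CpG mid-aged mouse 3 had 55.8%, against 69.4 to 71.9% in the others. At the *Cyp26c1* CpG young mouse 1 had 12.9% against 52.6 to 57.1%, and in the *Cyp26c1* region mid-aged mouse 2 had 80.2% against 83.4 to 84.0%. At the *Fasn* CpG mid-aged mouse 2 had 22.9% against 35.3 to 36%. In the *Gm15337* promoter young mouse 4 had 71.7% against 88.0 to 90.2%. The promoters of fatty acid and triglyceride synthesis had 8.52% in mid-aged mouse 4 against 7.85 to 7.96%, and mean methylation was 44.27% in the same mouse against 44.21 to 44.22%.

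Outside the CpGs of Additional file 5, which the paper lists, 1319 further CpGs were called by the quasi-binomial test. Of 35 splits of the 8 mice, 1, the real one, reached 1466 called CpGs, and the highest of the other splits called 1. A share of 1 in 35 is the smallest that these splits allow. The other splits mix the ages, so a difference between the ages adds to the spread within their groups. They had 55033 to 72121 CpGs at an unadjusted p under 0.05 in the quasi-binomial test, against 81533 in the real split. Chance is argued against only to that limit.

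Places in CpG-dense DNA gained methylation in 60.3% of cases and sparse places in 14.8%, a difference of 45.5 percentage points, but with neighbors counted within 200 bases most dense places lost methylation too (123 gained, 188 lost) and the difference was 23.0 points. A limit set by the starting level is argued against by places at 30 to 70% methylation in young mice, where the difference was 53.1 points (46 dense places gained and 21 lost, 25 sparse places gained and 136 lost; Fisher's exact test, p = 1.28e-14), and the greater depth of the mid-aged libraries is argued against by thinned reads, which left 35.7 points (p = 1.75e-14). The splits of the mice decide nothing here, since 1 of 35, the real one, reached this difference and no other split had called places of both kinds. Another share of non-hepatocyte cells cannot be told apart from a change within hepatocytes, because the promoters of 0 of 4 lists of other cell types passed an exact permutation test at an unadjusted p under 0.05 (lowest p = 0.571, largest difference 1.33 points, with few promoters and wide spread between mice). The unequal share of reads at dense CpGs (58.8% ± 7.68 in mid-aged and 42.8% ± 9.90 in young libraries, SD, n = 4; exact permutation test, p = 0.0571) is evened out by the same thinning, which gives each CpG equal coverage in all mice, though no prediction was set for it, and age and differences between libraries other than in coverage stay open and untested, and no library batch is given.

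Mean methylation of all tested CpGs was higher in mid-aged mice, at 44.2% ± 0.0245 against 43.9% ± 0.195 (SD, n = 4; difference 0.320 points, exact permutation test, p = 0.0286, adjusted p = 0.0429), although 914 of 1466 called CpGs lost methylation and total methylated over total reads gave -11.8 points (p = 0.0857). Incomplete bisulfite conversion is argued against, because it would raise sparse CpGs by only 0.246 times the gain of dense ones, and the ratio was 1.53 (1.33 to 1.82 without single mice). CpGs with few reads are argued against by the CpGs with at least 10 reads in every mouse, where the difference was 0.317 points (exact permutation test, p = 0.0286). Reads thinned to equal coverage at each CpG left 0.316 points (exact permutation test, p = 0.0286), a value for which no prediction had been set. Age and other differences between libraries stay open and untested, and without mid-aged mouse 1, 2, 3 or 4 the difference was 0.326, 0.324, 0.322 and 0.308 points with p = 0.0571 in the exact permutation test.

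The largest difference of a called CpG, 89.8 points at *2810004N23Rik*, was not shared by its neighbors. The 2 other CpGs within 50 bases differed by 5.95 points at most, and the CpG had reads on the forward strand in mid-aged mice (46 of 260) but 0 of 124 in young mice, whereas a neighbor 16 bases away had 15 of 135 in young mice. These values are consistent with a sequence variant at this CpG in the young mice. A change of methylation limited to this CpG stays open, since the files hold no base calls and young mouse 1 had 30.4% where the other young mice had 0%.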

How the results depend on the processing

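The alternatives were set before the data were examined, apart from 5 chosen after the results had been seen: all CpGs in the moderation, degrees of freedom reduced for groups at 0% or 100%, moderation from CpGs with 1 expected read of the rarer state, young mice 1 and 2 both left out, and the difference by CpG density with thinned reads. For single CpGs, promoters and lists, and for the counts of calls by direction, 856 values kept their direction and call (counts within 1.5 times) under the alternatives set in advance, 169 no longer passed, 6 newly passed, 30 turned direction and 31 counts moved, and under those chosen later 109, 39, 1, 8 and 13. No single CpG, promoter or list that had passed turned its direction. Of the 24 CpGs named for the largest gains and losses, 16 lost their call with limma on M values and 16 with limma on methylation fractions. The cause of a change was not tested unless stated.

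The 1466 called CpGs became 2414 with limma on M values (1419 higher and 995 lower, where the quasi-binomial test gave 552 and 914), 228 with limma on methylation fractions, 26968 with Fisher's exact test on pooled reads, which ignores the spread between mice, and 616 on the forward strand alone, where fewer CpGs were tested. Chosen after the results had been seen, all CpGs in the moderation gave 0 called CpGs (62140 at an unadjusted p under 0.05), 0 regions and 0 of the CpGs of Additional file 5 with the quasi-binomial test, reduced degrees of freedom 3372 CpGs and 250 regions, and moderation from CpGs with 1 expected read 2570 CpGs and 197 regions. Simulated counts with known changes showed the cause of that 0, and the moderation used here was chosen on them after that 0 had been seen. The spread between mice in the simulated counts was not matched to the data. The 119 regions became 29 with limma on M values, 232 with at least 2 called CpGs and 50 with at least 5, by construction. Of Additional file 5, limma on M values called 249 CpGs. The difference by CpG density kept its direction and passed Fisher's exact test in every alternative with a value, at 23.0 to 62.9 points, lowest with a window of 200 bases, where dense places mostly lost methylation (123 gained, 188 lost), and had no value with all CpGs in the moderation, which left no calls.

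The 0.320 points of mean methylation turned to -11.8 as total methylated over total reads (exact permutation test, p = 0.0857), a value weighted by the reads of each CpG, and were 0.454 (p = 0.0667, the smallest possible) without young mice 1 and 2. Limma on M values called 3 promoters in place of 5, and 1 was called without young mice 1 and 2. Of the CpGs of Table 2, 0 in place of 6 passed the exact permutation test with no coverage minimum (6 of 13 at an unadjusted p under 0.05), on the forward strand alone (3 of 6), since fewer passing CpGs or more tested ones lift the shared adjusted p above 0.05, and without young mice 1 and 2 (0 of 10), where the smallest possible p is 0.0667.

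Leaving out 1 mouse in turn gave 612 to 2328 called CpGs, with 907, 612, 644 and 662 without mid-aged mouse 1, 2, 3 and 4 and 2328 without young mouse 1. Regions ranged from 43 to 175, with 43, 50 and 53 without mid-aged mouse 2, 3 and 4. Mean methylation ranged from 0.233 to 0.384 points, with p = 0.0571 in the exact permutation test without any mid-aged mouse. Promoters called by limma ranged from 1 to 4, with 1 without any mid-aged mouse or young mouse 3, 2 without young mouse 2 and 3 without young mouse 4. By the exact permutation test 0 CpGs of Table 2 passed without any mid-aged mouse (5 at an unadjusted p under 0.05) or young mouse 2, 3 or 4 (4), and 6 passed without young mouse 1, with *Art3* in place of *Tars*.

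Differences that passed in no setting turned direction at *Tns1* (1.19 points without young mice 1 and 2) and in 11 lists. With 10 reads in every mouse they were -1.59 points for bile acids, 0.0383 for growth hormone and IGF, -0.930 for Kupffer cells and leukocytes, -0.634 for endothelial cells and 0.557 for cholangiocytes, and with at least 5 CpGs per promoter -0.0853 for bile acids and 0.0661 for imprinted control regions. Without young mice 1 and 2 they were -0.339 for fatty acid synthesis, -0.0822 for bile acids, 0.0520 for growth hormone and IGF, 0.243 for the circadian clock, 2.36 for imprinted control regions and -0.274 for Kupffer cells and leukocytes. Leaving out 1 mouse in turn gave -0.170 to 0.153 for fatty acid synthesis, -0.0763 to 0.165 for cholesterol, -0.325 to 0.650 for bile acids, -1.56 to 0.485 for alcohol and xenobiotic metabolism, -0.419 to 0.0194 for growth hormone and IGF, -0.0836 to 0.150 for the circadian clock, -1.44 to 1.44 for imprinted control regions, -0.120 to 2.07 for Kupffer cells and leukocytes, -0.122 to 1.33 for endothelial cells, -0.161 to 1.66 for stellate cells and -0.407 to 0.315 for cholangiocytes.

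The mice share replicate numbers only. With the number as a replicate block, 2700 CpGs and 1 promoter were called, 0 CpGs of Table 2 passed (0 at an unadjusted p under 0.05, since 4 pairs allow no p under 0.125), and the 0.320 points of mean methylation had p = 0.125 by exact permutation within pairs. Deviations of same-numbered mice correlated at -0.0025 to 0.0081, and 2 of 4 mid-aged mice correlated best with their own number, so the numbers do not pair the mice. Depth left 897285 of the 3068058 CpGs with reads in any mouse for the test, and 10 of the 13 CpGs of Table 2. In simulated counts at these coverages most changes of 10, 20 and 30 points were missed once mice differed beyond counting error.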

Differences from the paper's values

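Of the 256 CpGs that the paper's Additional file 5 lists for young against mid-aged hepatocytes, 115 higher and 141 lower in mid-aged mice by the paper's count, 147 were called here by the quasi-binomial test, 69 higher and 78 lower. The list does not keep to the thresholds of the methods, since its adjusted p reaches 0.0994 and is 0.05 or more for 63 of its CpGs, while the calls here needed an adjusted p under 0.05. Of the alternatives set before the data were examined, limma on M values comes within the set tolerance of the paper's counts, with 249 CpGs called, 113 higher and 136 lower. These are counts among the 256 listed CpGs only, and the list was made from these libraries. Over all tested CpGs limma on M values called 2414, 1419 higher and 995 lower, so the list as a whole was not reproduced. The listed CpGs have at least 10 reads and differences from 10.1 points, limits not applied to that count. The paper's methods name limma, as implemented in RnBeads, for the comparison of aged and young samples. Limma on methylation fractions called 75 of the listed CpGs. The alternatives with 10 reads in every mouse (147) and without each mouse in turn (119 to 147) remain apart, for both directions too.

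From RRBS of hepatocytes the paper states less methylation in mid-aged than in young mice at 5 CpGs, of which *Fgfr3* and *Cpn2* passed the exact permutation test here. The mean was lower in mid-aged mice at the other 3 too, but the exact permutation test did not pass at *Art3* (-61.8 points, p = 0.0571), *Ndrg2* (-32.5 points, p = 0.229) and *Tns1* (-8.44 points, p = 0.514). *Art3* and *Ndrg2* passed with reads pooled per group (Fisher's exact test, which ignores the spread between mice, adjusted p = 1.05e-17 and 0.000731) and with all CpGs within 50 bases averaged (exact permutation test, adjusted p = 0.0490 for both), a setting in which *Cpn2* no longer passed (adjusted p = 0.114), and *Art3* passed without young mouse 1 (adjusted p = 0.0476). In the genome-wide quasi-binomial test *Art3* was called without young mouse 1 and, in a setting chosen after the values had been seen, without young mice 1 and 2. *Tns1* passed in no setting run. The adjusted p of the exact permutation test is shared with *Arhgef19*, *Tars*, *Tent5a* and *Scx*. The study chose these on the same libraries, and they lower the adjusted p of the other CpGs. Fig. 3E marks the RRBS difference at *Art3* as significant by an unpaired t test.

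For *Ndrg2*, about 4 mid-aged RRBS values appear in Fig. 3B, read by eye, while 3 mid-aged mice have reads at the CpG in the files. Table 2 of the paper places the *Smarca2* CpG in an intron and the *Ndrg2* CpG in the following exon, whereas by GENCODE vM21 they lie in coding exon 5 and coding exon 8 of the transcripts used. It places the *Prdm16* CpG at an exon and intron, which here lies in intron 1. It gives the forward strand for *Tars*, *Tent5a* and *Lrig1*, whose genes run on the reverse strand.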

Other observations

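The counts of called CpGs within genes of the lists and the composition of the libraries were examined only after the results had been seen, without further tests of a cause.

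Some genes that make fatty acids held CpGs with less methylation in mid-aged mice. Beside *Fasn* with 14 called CpGs, *Acacb*, which encodes an acetyl-CoA carboxylase, differed by -28.7 percentage points at a CpG in intron 1, *Elovl5*, a fatty acid elongase gene, by -30.4 points in intron 1, *Fads1*, a desaturase gene, by -34.2 points in intron 5, and *Scd1*, the stearoyl-CoA desaturase gene, by -31.4 points in a coding exon. *Mlxipl*, which encodes the transcription factor ChREBP, had 2 called CpGs at -36.9 and -9.79 points. In the list of fatty acid and triglyceride synthesis, 6 of 28 genes thus held 20 called CpGs from the quasi-binomial test, all lower in mid-aged mice and 14 of them in *Fasn*, without a test of enrichment, while the mean of its 18 tested promoters was 8.06% ± 0.310 and 8.05% ± 0.340 (SD, n = 4; exact permutation test, p = 0.971).

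Of 115 genes of developmental transcription factors and morphogens, 7 held called CpGs, in both directions, without a test of enrichment. *Gata6* held 10 called CpGs, higher by 19.0 to 29.7 percentage points, *Rfx4* 7, higher by 42.7 to 70.1 points, *Barhl1* 1 (14.1 points) and *Zic4* 1 (6.33 points), while *Sox3* (-39.8 points) and *Pax5* (-14.4) each held 1 lower CpG by the quasi-binomial test. Over the 106 tested promoters of this list the mean was 6.72% ± 0.118 in mid-aged and 6.05% ± 0.218 in young mice (SD, n = 4), with 87 of the 106 higher (exact permutation test, p = 0.0286, adjusted p = 0.321 over the 15 lists).

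Of 14983 promoters, limma called 5, with 1385 at an unadjusted p under 0.05, 1064 of these higher. *Ptk7* had 24.8% ± 0.470 in mid-aged and 6.80% ± 0.493 in young mice (limma, adjusted p = 3.39e-05), and *Neu2*, a sialidase gene, 66.0% ± 1.35 and 43.8% ± 4.10 (limma, adjusted p = 0.0381). *Gm41293* had 53.1% ± 2.16 and 25.8% ± 5.39 (limma, adjusted p = 0.0381), *Mmp23*, a matrix metalloproteinase gene, 25.8% ± 2.22 and 13.4% ± 1.73 (limma, adjusted p = 0.0440), and *Gm15337* 40.9% ± 6.47 and 84.6% ± 8.64 (limma, adjusted p = 0.0420). At each of the 5 every mid-aged mouse lay on 1 side of every young mouse. All but *Ptk7* lost their call in limma without any 1 mid-aged mouse, and without young mouse 2 or 3. Of 35 splits of the mice, 1, the real one, called 5 promoters, and the highest of the others called 1. This is the smallest share that 35 splits allow, and the other splits mix the ages. Chance is argued against only to that limit.

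Of the 15 gene lists, 0 passed the exact permutation test on promoter means after adjustment and 1, the developmental list, had an unadjusted p under 0.05. For the other lists, p was 0.457 for cholesterol synthesis and uptake, 0.2 for fatty acid oxidation and ketogenesis, 0.971 for bile acids, 0.0857 for alcohol and xenobiotic metabolism (-1.13 points), 0.0857 for hepatocyte identity (1.69 points), 0.514 for growth hormone and IGF, 0.857 for the circadian clock, 1 for imprinted control regions and 0.0857 for extracellular matrix (0.743 points). For the other cell types it was 0.571 for Kupffer cells and leukocytes, 0.686 for endothelial cells, 0.686 for stellate cells and 1 for cholangiocytes. Adjusted over the list alone, limma called *Gstp1* higher and *Gstm1* and *Aldh2* lower in alcohol and xenobiotic metabolism and *Sox9* higher in cholangiocytes, and 0 promoters in the other lists, developmental genes and fatty acid synthesis included. Called CpGs in further list genes were lower in *Sc5d* (-27.9 points), *Abcc2* (-29.5), *Cux2* (2 CpGs), *Igfals* (2), *Col27a1* (5), *Eln* (1) and *Zap70* (6), and higher in *Bdh1* (24.2).

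Methylation was 78.5% ± 0.0530 in mid-aged and 78.1% ± 0.292 in young mice at CpGs with at most 4 CpGs within 100 bases (SD, n = 4; 0.440 points, exact permutation test, p = 0.0286, adjusted p = 0.0429), and 11.0% ± 0.0371 and 10.7% ± 0.118 at those with 10 or more (0.288 points, same p values). It differed by 0.247 points with 5 to 9 such CpGs and by -0.0455 points on the X chromosome (exact permutation test, p = 0.0857 and 0.886). Of all reads over CpGs, 31.4% ± 5.14 were methylated in mid-aged and 43.2% ± 9.33 in young libraries (exact permutation test, p = 0.0857).

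The *Prdm16* CpG of Table 2 had 100% in 2 mid-aged mice and 91.9% ± 10.6 (SD, n = 4) in young mice, from 10 and 50 reads (exact permutation test, p = 0.733, smallest possible p 0.0667). The *Lrig1* CpG had 41.7% in 1 mid-aged mouse (Wilson 95% interval 19.3 to 68.0, 12 reads) and 61.1% ± 19.0 (SD, n = 3) in young mice, which allows no test.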
